# Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions

**DOI:** 10.1038/s41598-024-54707-4

**Published:** 2024-02-21

**Authors:** Darja Lavogina, Mattias Kaspar Krõlov, Hans Vellama, Vijayachitra Modhukur, Valentina Di Nisio, Helen Lust, Kattri-Liis Eskla, Andres Salumets, Jana Jaal

**Keywords:** Targeted therapies, Cancer, Mechanisms of disease

## Abstract

The choice of targeted therapies for treatment of glioblastoma patients is currently limited, and most glioblastoma patients die from the disease recurrence. Thus, systematic studies in simplified model systems are required to pinpoint the choice of targets for further exploration in clinical settings. Here, we report screening of 5 compounds targeting epigenetic writers or erasers and 6 compounds targeting cell cycle-regulating protein kinases against 3 glioblastoma cell lines following incubation under normoxic or hypoxic conditions. The viability/proliferation assay indicated that PRMT5 inhibitor onametostat was endowed with high potency under both normoxic and hypoxic conditions in cell lines that are strongly MGMT-positive (T98-G), weakly MGMT-positive (U-251 MG), or MGMT-negative (U-87 MG). In U-251 MG and U-87 MG cells, onametostat also affected the spheroid formation at concentrations lower than the currently used chemotherapeutic drug lomustine. In T98-G cell line, treatment with onametostat led to dramatic changes in the transcriptome profile by inducing the cell cycle arrest, suppressing RNA splicing, and down-regulating several major glioblastoma cell survival pathways. Further validation by immunostaining in three cell lines confirmed that onametostat affects cell cycle and causes reduction in nucleolar protein levels. In this way, inhibition of epigenetic targets might represent a viable strategy for glioblastoma treatment even in the case of decreased chemo- and radiation sensitivity, although further studies in clinically more relevant models are required.

## Introduction

Glioblastoma (GB) is a highly aggressive and lethal form of brain cancer in adults. Despite the use of multiple treatment strategies, the prognosis remains poor. For nearly 2 decades, the standard treatment of patients with GB consists of surgery followed by radiochemotherapy that results in median overall survival time only up to 14.6 months^1^. Unfortunately, almost all GB patients experience rapid tumour recurrence, and there is no established standard of care for disease progression after radiotherapy and concomitant temozolomide. Lomustine, a nitrosourea compound, is commonly used in chemotherapy when the disease recurs, based on several phase II and III studies that have reported median overall survival times ranging from 5.6 to 9.8 months^2–4^. Re-irradiation has also been shown to provide temporary disease control in recurrent GB patients^5^. Since GB is one of the most angiogenic tumours, angiogenesis inhibitors have also been widely tested. Out of these, vascular endothelial growth factor (VEGF) or its receptor (VEGFR) blockers, such as bevacizumab and regorafenib, have shown only modest efficacy^6,7^.

As radiotherapy, chemotherapy, and angiogenesis inhibitors only result in temporary disease stabilization, additional, more targeted strategies for treating GB are needed. Although GB is a highly vascularized tumour, it is known that blood flow in these newly formed blood vessels is rather inefficient—which leads to the formation of large hypoxic areas and associated necrosis, one of the hallmarks of GB morphological diagnosis^8^. Therefore, from clinical point of view, the optimal new drug should be equally effective in oxygenated as well as in hypoxic tumour areas.

While numerous reports have investigated the efficiency of individual compounds in simplified model systems such as GB cell lines, few studies have focused on the systematic comparison of different pathways that define the characteristic viability profile of GB. Moreover, few publications have addressed in this context the importance of hypoxia—although it has been shown that the hypoxia-induced pathways affect metabolism, survival, and drug resistance mechanisms of GB cell lines, making hypoxic conditions relevant for screening putative drug candidates^9–11^.

In a previous study, we screened 13 individual compounds and combinations thereof with temozolomide and lomustine using viability assay for the assessment of targeted modulation in GB cells^12^. The efficacy of targeted modulation of signalling pathways was compared in two GB cell lines, U-251 MG and T98-G. These cell lines differ in expression levels of O6-methylguanine-DNA methyltransferase (MGMT), which contributes to the resistance of cells to drugs that act via DNA alkylation: U-251 MG expresses low levels of MGMT, while T98-G expresses higher levels of MGMT and is more resistant to alkylating agents^13^. We found that among the choice of screened compounds, the inhibitors of Aurora family possessed the highest potency. In case of compound combinations, mixtures containing 5-azacytidine—an inhibitor of DNA methyltransferases (DNMT) 1 and 3—showed the most remarkable increase in potency as compared to the individual drugs.

Here, we carried out a follow-up study utilizing an expanded panel of inhibitors targeting the cell cycle-related kinases as well as several families of proteins responsible for epigenetic modifications. Out of 11 chosen compounds, 6 have been explored in clinical trials and 4 are approved for treatment of solid or haematological cancers (see Supplementary Table S1 for details). We also added a third GB cell line to the study, U-87 MG—the latter is MGMT-negative yet expresses the human apurinic/apyrimidinic endonuclease, which contributes to higher resistance of these cells to ionizing radiation^14^. The cell lines were incubated with the panel of compounds of interest in normoxic (20% oxygen) or in hypoxic conditions (1% oxygen). Based on the established viability/proliferation profiles, a PRMT5 inhibitor onametostat was identified as the new player of interest. The effect of onametostat was further explored using the spheroid formation assay, transcriptome studies, and immunofluorescent (IF) staining of the cell cycle-related or nucleolar markers in GB cells (Fig. 1).

**Figure 1:**
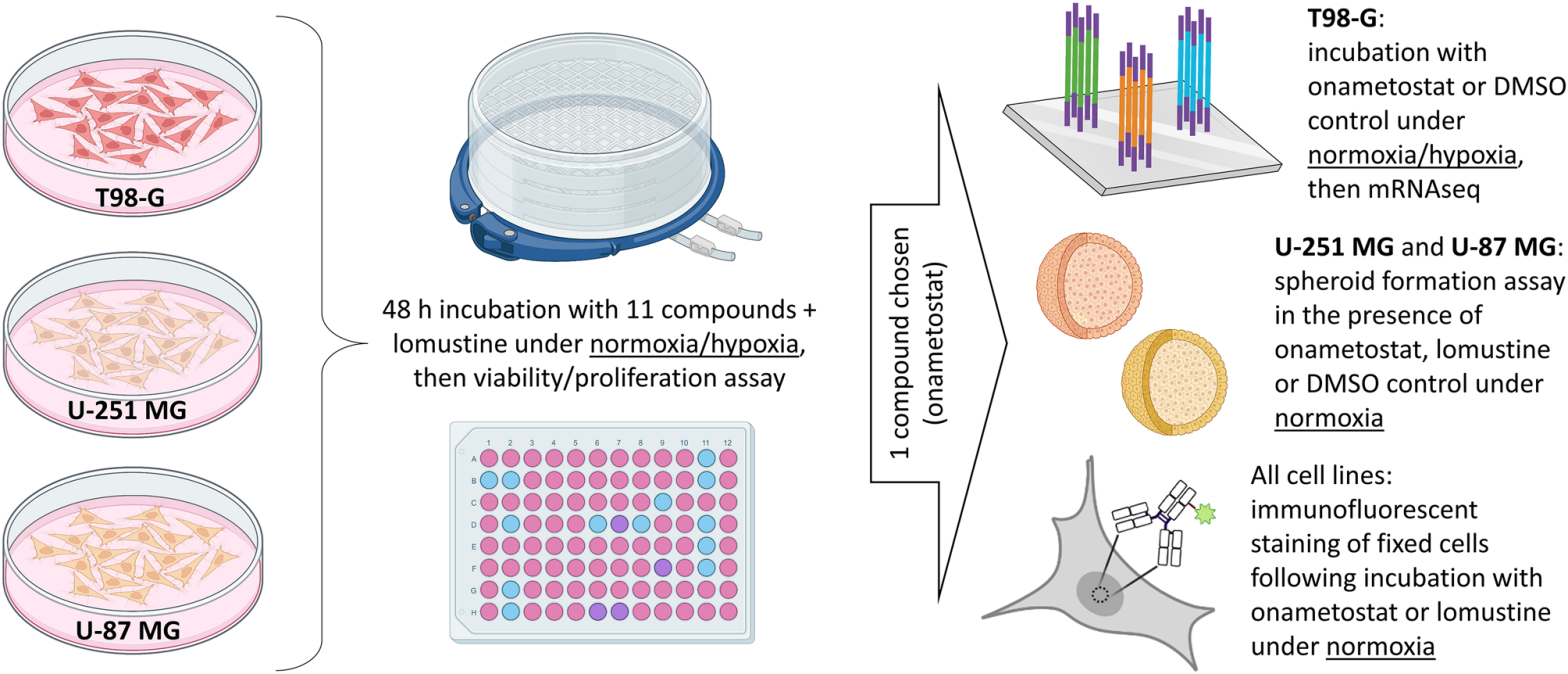
Workflow of the current project. The figure was composed using BioRender.

## Materials and methods

### Cell lines, chemicals and equipment

Human glioblastoma cell lines T98-G, U-251 MG, and U-87 MG were from the American Type Culture Collection (ATCC; Manassas, VA, USA). Lomustine, barasertib (AZD1152-HQPA), CYC116, danusertib (PHA-739358), alisertib (MLN8237), MS023, onametostat (JNJ-64619178), palbociclib (PD-0332991) hydrogen chloride salt, tazemetostat (EPZ-6438), and VX 689 (MK-5108) were obtained from Selleckchem (Munich, Germany). Azacytidine and vorinostat (suberanilohydroxamic acid or SAHA) were from Cayman Chemical (Ann Arbor, Michigan, United States). The stock solutions of compounds were prepared in cell culture grade DMSO was from AppliChem (Darmstadt, Germany) and stored at − 20 °C.

The solutions and growth medium components for the cell culture were obtained from the following sources: phosphate-buffered saline (PBS), fetal bovine serum (FBS)—Sigma-Aldrich (Steinheim, Germany); Eagle's Minimum Essential Medium (EMEM) modified to contain Earle's Balanced Salt Solution, non-essential amino acids, 2 mM l-glutamine, 1 mM sodium pyruvate, and 1500 mg/L sodium bicarbonate—ATCC (Manassas, VA, USA); a mixture of penicillin, streptomycin, and amphotericin B—Capricorn (Ebsdorfergrund, Germany). Resazurin and PBS for viability assay (supplemented with Ca^2+^, Mg^2+^) were from Sigma-Aldrich (St Louis, MO, USA). The propidium iodide for staining of spheroids was obtained from Acros Organics (Switzerland).

The cells were grown at 37 °C in 5% CO_2_ humidified incubator (Sanyo; Osaka, Japan). For viability assay, the initial number of cells was counted using TC-10 cell counter (Bio-Rad; Hercules, CA, USA). In case of the viability assay, the cells were seeded onto transparent 96-well clear flat bottom cell culture plates BioLite 130188; during treatment of cells prior to mRNA sequencing, the cells were grown on the transparent 6-well clear flat bottom cell culture plates BioLite 130184 (both from Thermo Fischer Scientific, Rochester, NY, USA). In case of spheroid formation assay, 96-well black ultra-low attachment spheroid microplates with clear round bottom were used (Corning 4515; Kennebunk, ME, USA). In case of apoptosis assay or immunofluorescence studies, the cells were seeded, treated and imaged on 96-well tissue culture-treated Ibidi black µ-plates (ibidi GmbH, Gräfelfing, Germany).

For hypoxia studies, two different hypoxic chambers were used. In the first case, cultured cells were placed in the modular incubator chamber (Billups-Rothenberg Inc, MIC-101), a flow meter was attached to the unit and the chamber was flushed with 20 L of gas mixture (1% O_2_, 5% CO_2_, 94% N_2_). The chamber was sealed and placed into the incubator (37 °C); the gas mixture was exchanged after every 24 h. In the second case, hypoxic gas mixture (1% O_2_, 5% CO_2_, 94% N_2_) was supplied by gas controller into the incubator of Cytation 5 multi-mode reader system equilibrated at 37 °C (BioTek; Winooski, VT, USA).

For apoptosis assay, a previously developed FRET biosensor measuring caspase-3 activity was used combined with the baculovirus-based BacMam transduction system^15^.

For fixation of cells and further procedures in IF experiments, methanol was obtained from Honeywell (Riedel-de Haën™, Seelze, Germany), BSA from Capricorn Scientific (Ebsdorfergrund, Germany), and PBS (supplemented with Ca^2+^, Mg^2+^) from Sigma-Aldrich (Steinheim, Germany). The following primary antibodies were used: rabbit polyclonal antibodies against human Aurora A (anti-AurA; HPA002636) or against human cyclin A2 (anti-CCNA2; HPA020626)—both obtained from Sigma-Aldrich (Saint Louis, Missouri, USA); rabbit polyclonal antibodies against phosho-serine 10 of human histone H3 (anti-pS10H3; ab5176), against human centromere protein F (anti-CENPF; ab5), or against human nucleolin (anti-NCL; ab70493)—all three obtained from Abcam (Cambridge, UK); rabbit monoclonal antibody against human nuclear mitotic apparatus protein (anti-NuMA; #8967)—obtained from Cell Signaling Technology (Danvers, Massachusetts, USA); and rabbit monoclonal antibody against monomethylated Arg3 of human histone H4 (anti-H4R3me1; MA5-24689)—obtained from Thermo Fisher Scientific (Waltham, Massachusetts, USA). The secondary antibody [goat pre-adsorbed antibody against rabbit IgG (H&L), conjugated with ATTO 647N; 611-156-122] was from Rockland Immunochemicals (Philadelphia, Pennsylvania, USA) and the nuclear stain 4′,6-diamidino-2-phenylindole (DAPI) was from Invitrogen (Eugene, Oregon, USA).

Fluorescence intensity and absorbance measurements were carried out with Synergy NEO or Cytation 5 multi-mode readers (both from BioTek; Winooski, VT, USA). Bright-field and fluorescence microscopy was carried out with Cytation 5 multi-mode reader using 4× air objective (1.613 µm/pixel) or 20× air objective (0.3225 µm/pixel) and automated focussing regime.

### Viability/proliferation assay

T98-G, U-251 MG, or U-87 MG cells (passage number below 15) were seeded in growth medium onto the 96-well plate with the density of 2500, 3500 or 2000 cells per well, respectively (within the linear range of the method, optimized in previous studies^16^ or shown in Supplementary Fig. S1). The cells were left to attach for 24 h at 37 °C in normoxic conditions (95% room air, 5% CO_2_). Next, the growth medium was exchanged, and dilution series of biologically active compounds in PBS were added onto the cells (the final volume of PBS relative to the fetal bovine serum-containing growth medium was 1/10). Based on the solubility of compounds in the water, the following final total concentrations were chosen: azacytidine, lomustine, MS023, vorinostat—sixfold dilution starting from 50 µM; onametostat—sixfold dilution starting from 20 µM; CYC116, palbociclib, tazemetostat—sixfold dilution starting from 10 µM; alisertib, barasertib, danusertib, VX 689—sixfold dilution starting from 5 µM. In the case of onametostat and alisertib, additional dilution series were used for establishing more precise dose–response at low concentrations: starting from 0.3 to 200 nM, respectively. An identical volume of PBS was added to the negative control (100% viability). The final volume per well was 200 µL, and the concentration of DMSO in the treated wells was ≤ 0.1% by volume; on each plate, each concentration of each compound was represented in duplicate or triplicate. The cells were incubated for 48 h at 37 °C in normoxic or hypoxic conditions, and viability assay was then carried out according to the previously published protocol^16^.

### Spheroid formation assay

U-251 MG or U-87 MG cells (passage number below 10) were seeded in growth medium onto the 96-well ultra-low attachment plate with the density of 2500 (experiment 1), 2000 (experiment 2) or 1000 (experiment 3) cells per well. At the same time, dilutions of compounds in the growth medium were added to the wells. The final total volume in the well was 200 µL and the final total concentrations were as follows: onametostat—20 µM, 2 µM, or 0.2 µM; lomustine—50 µM; DMSO—0.1% by volume (negative control). The plates were incubated for 48 h at 37 °C in normoxic conditions; next, half of the medium was then replaced with the fresh one (containing the same concentrations of the compounds as outlined above) and the incubation was continued. Following the 95-h incubation, solution of propidium iodide in PBS was added to all wells (final total concentration of 2 µg/mL) and the plates were incubated for 1 h. Finally, imaging was carried out (4× air objective) using bright-field (settings—LED intensity 5, integration time 100, detector gain 3) and RFP channel (settings—LED intensity 5, integration time 350, detector gain 15).

### Transcriptome studies: sample preparation and mRNA sequencing

T98-G cells (passage number below 10) were seeded in growth medium onto the 6-well plates and grown to 80–85% confluency in normoxic conditions. Subsequently, solutions of onametostat (final total concentration of 1 µM) or DMSO (final total concentration of 0.1% by volume; negative control) in growth medium were prepared and added onto the cells. The treatment lasted for 48 h at 37 °C in normoxic or hypoxic conditions. Next, the medium was removed, the cells were briefly rinsed with PBS and then lysed using RLT buffer (350 µL per well; Qiagen, Hilden, Germany) from the RNeasy Mini kit (Qiagen, Hilden, Germany). The lysates were collected and stored at − 80 °C until further use.

The RNA extraction was performed using the RNeasy Mini Kit, together with DNase I treatment (Qiagen, Hilden, Germany), following the manufacturer’s instructions. Afterwards, the RNA concentration of each sample was measured with Nanodrop (IMPLEN, Nordic Biolabs) and Agilent TapeStation QC (Agilent Technologies Inc., CA, USA). High-quality samples (A260/A280 > 1.8, and RNA integrity > 9) were selected for library preparation using the Illumina Stranded mRNA Prep Ligation protocol (Illumina, USA), following the manufacturer’s instructions, and using 200 ng of RNA as input. The final library included 12 samples, and it was sequenced using the Illumina NextSeq2000 sequencing platform 100 cycle flow cell in Bioinformatics and Expression Analysis core facility (BEA) at Karolinska Institute, Sweden. For sequencing, 1000 pM of the library was loaded on the flow cell.

### IF studies

U-251 MG, T-98G or U-87 MG cells (passage number below 10) were seeded in growth medium onto the 96-well microscopy plate with the density of 2000–8000 cells per well. The cells were left to attach for 24 h at 37 °C in normoxic conditions (95% room air, 5% CO_2_). Next, the dilution series of biologically active compounds in growth medium were added. The following final total concentrations were chosen: onametostat—tenfold dilution starting from 20 µM, lomustine—50 µM; the final volume per well was 200 µL. The cells were incubated for 48 h at 37 °C in normoxic conditions. Subsequently, fixation, IF staining and DAPI staining of cells was carried out according to the previously published protocol^17^. The primary antibodies were used at the following dilutions: anti-pS3H10, 1:2000 (N = 6); anti-AurA, 1:500 (N = 3); anti-CCNA2, 1:120 (N = 3); anti-CENPF, 1:500 (N = 3); anti-NCL, 1:500 (N = 3); anti-NuMA, 1:300 (N = 6); anti-H4R3me1, 1:1000 (N = 4).

Finally, imaging was carried out (20× air objective) using DAPI channel (LED intensity 3, integration time 54, detector gain 5) and CY5 channel (LED intensity 7, integration time 926, detector gain 12 for all conditions except H4R3me1 staining that was imaged with LED intensity 9, integration time 350, detector gain 15). The imaging was performed in the automated mode; 25 images per well were taken and the DAPI channel was used for autofocusing.

### Software

For general data analysis, GraphPad Prism 6 (San Diego, CA, USA) and Excel 2016 (Microsoft Office 365; Redmond, WA, USA) were used.

In case of the apoptosis assay, the image analysis was performed with Gen5 software (BioTek; Winooski, VT, USA). For U-251 MG and U-87 MG cells, minimal GFP channel intensity cut-off of 2000 and object size of 10–100 µm was applied, while for T-98G cells, minimal GFP channel intensity cut-off of 500 and object size of 10–200 µm was applied. In spheroid formation assay, ImageJ software (Fiji package^18^) was used for the image analysis.

In case of transcriptomic data, the RNA sequencing reads were initially assessed for quality using the FASTQC program (version 0.11.8) to ensure high quality data^19^. Based on the FASTQC results, MultiQC program was utilized to generate a comprehensive report on the sequencing data quality^20^. Subsequently, the reads underwent trimming using the Fastp program^21^. The trimmed reads were then aligned to the human reference genome GRCh38 using STAR 2.7.5a^22^. To estimate the read counts per gene, we utilized the featureCounts tool with default parameters^23^. The T-Distributed Stochastic Neighbor Embedding (t-SNE) technique was implemented for clustering analysis using the R package Rtsne^24^. Prior to t-SNE analysis, we applied the variance stabilizing transformation to the raw count data using the DeSeq2 Bioconductor package^25^. This transformation was carried out to eliminate potential biases and enhance the accuracy of the clustering analysis. Differential gene expression analysis was performed in the R environment using the edgeR 3.28 package^26^.

To create the Venn diagram and the Volcano plots, we utilized the interactive tool Venny^27^ and the EnhancedVolcano R package^24^, respectively. For analysis of the cellular pathways up- or downregulated in various treatment comparisons, an online platform Metascape was applied (version V3.5.20230501^28^).The automated analysis of IF images was carried out using the Ilastik model and the modified version of MembraneTools module of Aparecium 2.0 software^29^ as reported previously^12^.

### Statistical analysis

Throughout the study, the grouped comparisons were carried out using one-way ANOVA with Dunnett’s test for multiple comparisons; unless indicated otherwise, the pairwise comparisons were carried out using the unpaired two-tailed t-test with Welch's correction. In all statistical tests, the significance of comparisons is indicated as follows: *** indicates P ≤ 0.001, ** indicates P ≤ 0.01, * indicates P ≤ 0.05.

In case of viability assay, the data analysis was carried out according to the previously published protocol^16^. Specifically, in each independent experiment, the fluorescence intensity measured for the replicate treatments was pooled and the data obtained for the negative control was plotted against incubation time with resazurin. One time-point within duration of data acquisition was chosen where the signal of the negative control remained in the linear range, and only data measured at this time-point was used for the further analysis. For normalization, data obtained for wells treated with PBS (blank control) was considered as 100% viability; data acquired for the 50 µM resazurin solution (in the absence of cells) was considered as 0% viability. Next, the ratio of absorbance at 570 nm and 600 nm was calculated for each well. The ratios were analyzed analogously to the fluorescence intensity data, and the normalized viability values calculated from the fluorescence intensity and the absorbance measurements were pooled. Finally, data from all independent experiments (N ≥ 3 for each treatment in each cell line) was pooled for each individual compound and oxygenation condition. The pooled normalized viability was plotted against the concentration of compound in the dilution series and fitted to the logarithmic dose–response function (three parameters), or to the biphasic equation with the Hill slope values fixed at − 1 and the fraction of the curve derived from the more potent phase fixed between 0 and 1.

In spheroid formation assay, the spheroid contour was denoted manually using the freehand selections tool and the area, diameter and circularity of the spheroid were quantified; in case of disintegrated spheroids with poorly defined borders, the selection involved all dark area covered with cells. For the RFP channel images, the average signal intensity of propidium iodide per unit of area was also established. The measured parameters were normalized to the negative control in the given cell line (set to 100%) in each independent experiment (N = 2 for each treatment), and the data for the identically treated cells within the same cell line was then pooled for all independent experiments.

In case of transcriptomic study, genes with low counts were filtered out prior to the differential gene expression analysis using the filterByExpr function from the edgeR package to ensure robust results. Genes with absolute log fold change |logFC| > 1 and FDR-adjusted P-value (q-value) < 0.05 were considered as differentially expressed. In pathway enrichment analysis, all genes in the genome have been used as the enrichment background. Terms with a P-value < 0.01, a minimum count of 3, and an enrichment factor > 1.5 (the enrichment factor is the ratio between the observed counts and the counts expected by chance) were collected and grouped into clusters based on their membership similarities. The P-values were calculated based on the cumulative hypergeometric distribution.

The analysis of the raw IF data was carried out according to the previously established protocol^17^. The total intensity of antibody signal in nucleus was plotted by pooling data for all nuclei identified from the identically treated cells in all the independent experiments (N = 4–6). The normality of data distribution in each condition was tested using the D'Agostino-Pearson test and non-Gaussian distribution was confirmed for all tested conditions. Therefore, the statistical significance of pairwise comparison of the treatments of interest was carried out using the unpaired two-tailed Mann–Whitney U-test (95% confidence level).

## Results

### Viability profiling of GB cell lines following treatment in normoxic or hypoxic conditions

As the first step of our study, we established the viability/proliferation profiles of T98-G, U-251 MG and U-87 MG cell lines following the 48-h incubation with the set of twelve compounds under normoxic or hypoxic conditions. The compounds included 5 inhibitors of enzymes carrying out epigenetic modifications (including DNMT family, histone-lysine N-methyltransferase EZH2, protein arginine methyltransferase family PRMT, histone deacetylase family HDAC), 6 inhibitors of the cell cycle-related protein kinases (including Aurora and cyclin-dependent kinase CDK families), and a control compound lomustine. The details on the previously reported targets of the compounds of interest are listed in the Supplementary Table S1; apart from MS023, all compounds have been tested in clinical trials or approved for clinical use.

The negative logarithms of IC_50_ values (pIC_50_) of compounds measured in the viability/proliferation assay are summarized in Table 1, and visualized as radar plots in Fig. 2 and Supplementary Fig. S2. The dose–response curves of individual compounds are shown in Supplementary Figs. S3–S5; additional parameters (apart from the IC_50_ values) obtained from the dose–response curves are compared in Supplementary Fig. S6. Overall, T98-G was found to be the least and U-87 MG the most chemosensitive cell line, yet the same compounds were identified as the most efficient in all cell lines tested: an Aurora A kinase inhibitor alisertib, and a PRMT5 inhibitor onametostat. Both compounds featured biphasic dose–response profile, with the low-dose IC_50_ values in low nanomolar to subnanomolar range. In accordance with the previous study^12^, an Aurora A/B inhibitor barasertib was also found highly potent in U-251 MG cells.

**Table 1:** Viability assay data following incubation of GB cell lines with compounds for 48 h under normoxic or hypoxic conditions.

Compound^a^	Target protein	pIC_50_ in T98-G^b^			pIC_50_ in U-251 MG^b^			pIC_50_ in U-87 MG^b^		
		Normoxia	Hypoxia	P-value^c^	Normoxia	Hypoxia	P-value^c^	Normoxia	Hypoxia	P-value^c^
Azacytidine	DNA methyltransferase 1 and 3 (DNMT1, DNMT3)	5.51 ± 0.09	5.35 ± 0.09	ns	5.61 ± 0.10	5.00 ± 0.14	**	5.88 ± 0.03	5.82 ± 0.04	ns
MS023	Type 1 protein arginine methyltransferases (PRMT)	Below 3.5	Below 3.5	ns	Below 3.5	4.33 ± 0.09	ns	3.92 ± 0.05	4.06 ± 0.06	*
Onametostat	PRMT5	7.16 ± 0.26	8.00 ± 0.25	*	7.12 ± 0.35	7.51 ± 0.50	ns	10.4 ± 0.1	11.4 ± 0.1	***
		4.54 ± 0.10	4.50 ± 0.11	ns	4.48 ± 0.15	5.09 ± 0.11	**	4.75 ± 0.04	4.71 ± 0.05	ns
Tazemetostat	histone-lysine N-methyltransferase enhancer of zeste homolog 2 (EZH2)	Below 3.5	Below 3.5	ns	4.13 ± 0.12	Below 3.5	ns	4.37 ± 0.06	4.20 ± 0.08	*
Vorinostat	Histone deacetylase 1, 2 and 3 (HDAC1, HDAC2, HDAC3)	5.30 ± 0.12	5.22 ± 0.09	ns	5.24 ± 0.10	5.45 ± 0.04	ns	5.87 ± 0.03	5.68 ± 0.04	**
Alisertib	Protein kinase Aurora A (AurA)	8.15 ± 0.24	7.88 ± 0.22	ns	8.34 ± 0.32	8.68 ± 0.56	ns	8.52 ± 0.08	8.42 ± 0.11	ns
		4.76 ± 0.20	4.80 ± 0.27	ns	4.12 ± 0.66	4.61 ± 0.22	ns	5.24 ± 0.11	5.29 ± 0.12	ns
Barasertib^d^	Protein kinase Aurora B (AurB)	5.20 ± 0.05	5.32 ± 0.05	*	7.74 ± 0.20	7.73 ± 0.17	ns	7.85 ± 0.07	7.81 ± 0.18	ns
CYC116	Protein kinases AurA, AurB and vascular endothelial growth factor receptor 2 (VEGFR2)	5.02 ± 0.09	4.84 ± 0.11	ns	4.11 ± 0.14	4.61 ± 0.08	*	5.81 ± 0.04	5.75 ± 0.06	ns
Danusertib	Protein kinases AurA, AurB, AurC	4.81 ± 0.11	4.89 ± 0.16	ns	5.22 ± 0.09	5.02 ± 0.11	ns	6.46 ± 0.03	6.47 ± 0.06	ns
Palbociclib	Protein kinases cyclin-dependent kinases 4 and 6 (CDK4, CDK6)	Below 3.5	4.46 ± 0.14	ns	Below 3.5	3.82 ± 0.19	ns	4.86 ± 0.05	5.03 ± 0.07	**
VX689^d^	Protein kinase AurA	6.23 ± 0.16	6.21 ± 0.14	ns	6.83 ± 0.17	6.49 ± 0.12	ns	6.53 ± 0.03	6.46 ± 0.04	ns
Lomustine	(DNA-alkylating agent)	3.88 ± 0.09	4.07 ± 0.07	*	4.57 ± 0.08	4.57 ± 0.05	ns	4.75 ± 0.03	4.93 ± 0.05	***

The top part of the table shows data for inhibitors of enzymes carrying out epigenetic modifications and the bottom part of the table for inhibitors of cell cycle-regulating kinases; the control compound lomustine is listed in the last row. pIC_50_ stands for the negative logarithm of the IC_50_ value; the higher is pIC_50_, the more potent is the compound. ^a^For compounds with biphasic dose–response curves, both low-dose and high-dose pIC_50_ values are reported. ^b^Standard deviation is shown (N ≥ 3); pIC_50_ values below 3.5 (corresponding to the IC_50_ values above 316 µM) could not be quantified with sufficient precision due to limitations of the assay. ^c^Statistical significance of pairwise comparison for the pIC_50_ obtained under hypoxic *vs* normoxic conditions; *** indicates P ≤ 0.001, ** indicates P ≤ 0.01, * indicates P ≤ 0.05, ns indicates not significant. ^d^In case of indicated compounds, biphasic dose–response curves were obtained in at least some of the tested cell lines; however, only the low-dose pIC_50_ value is listed as the high-dose pIC_50_ value possessed large standard deviation.

**Figure 2:**
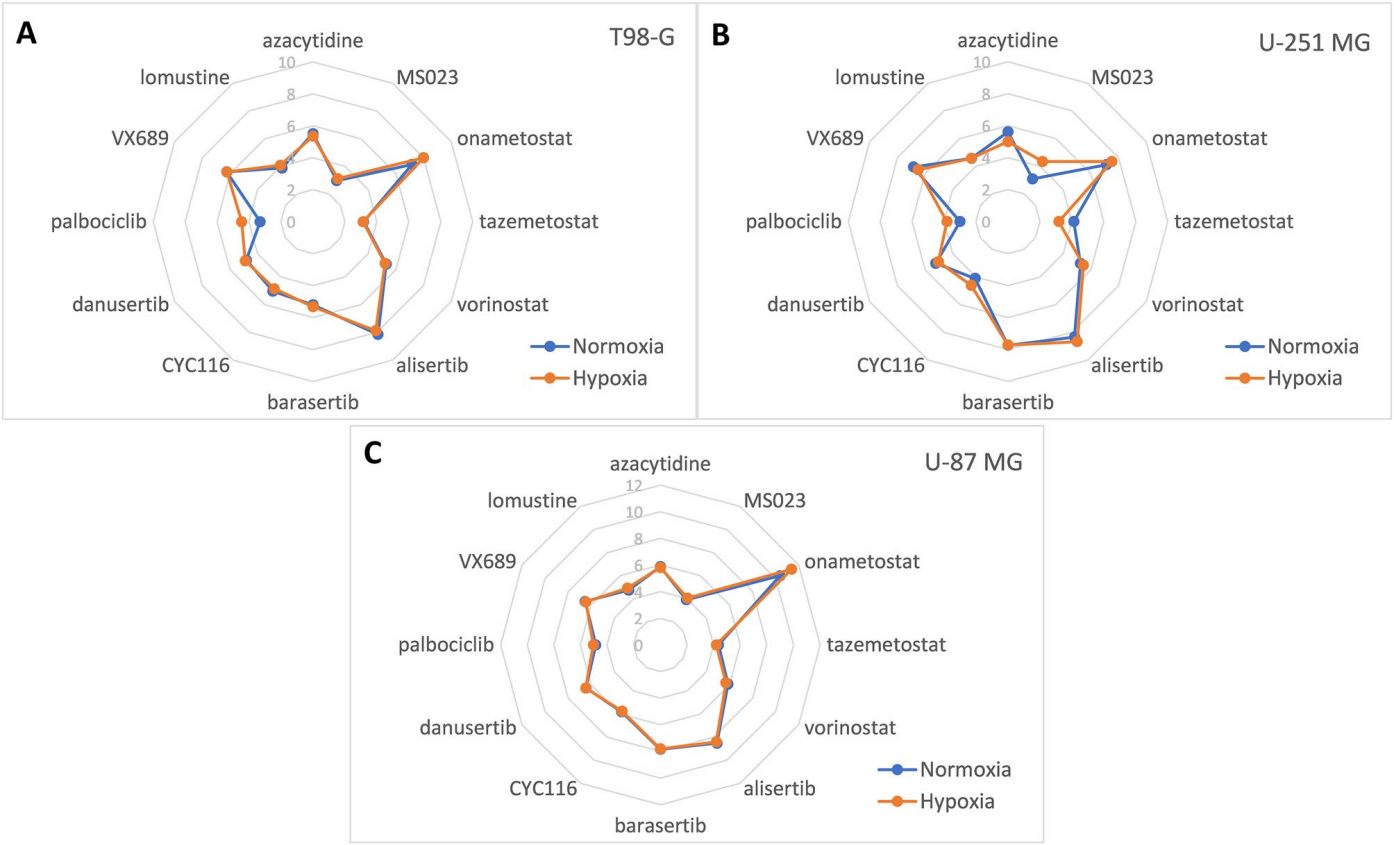
Radar plots enabling comparison of viability pIC_50_ values obtained for different compounds following incubation of cells under normoxic or hypoxic conditions. Cell lines: (**A**) T98-G, (**B**) U-251 MG, (**C**) U-87 MG; the incubation conditions are shown in the right bottom corner. The names of compounds are listed along the radar perimeter. The data was obtained by pooling all independent experiments (N ≥ 3). For clarity, no error bars are depicted and only one pIC_50_ value is shown per compound (in case of compounds featuring the biphasic dose–response fit, only the largest pIC_50_ value was chosen). The numbering of y-axis is shown in light grey. Please note that the y-scale ranges from 0 to 10 in (**A**,**B**), and from 0 to 12 in (**C**).

The effect of hypoxia was relatively small, yet statistically significant differences in compound potency under hypoxic *vs* normoxic conditions were observed in several cases. According to the comparison of IC_50_ values, under hypoxic conditions the potency of 5-azacytidine was reduced in U-251 MG cells (P < 0.01) and the potency of vorinostat in U-87 MG cells (P < 0.01). The potency of tazemetostat was reduced in U-87 MG (P < 0.05) as well as in U-251 MG cells, but in the latter case, the exact IC_50_ value under hypoxic conditions was too high to measure with the assay used. On the other hand, increase of potency under hypoxic conditions could be observed for onametostat in all cell lines (P < 0.05), for barasertib in T-98G cells (P < 0.05), for CYC116 in U-251 MG cells (P < 0.05), and for lomustine in both T-98G and U-87 MG cells (P < 0.05 and P < 0.001, respectively). In case of MS023 and palbociclib, the trend toward potency increase under hypoxia was evident in all cell lines, yet due to the generally high IC_50_ values of these compounds, statistical significance could only be confirmed in U-87 MG cells (P < 0.05 for MS023 and P < 0.01 for palbociclib).

### Onametostat affects formation of U-251 MG and U-87 MG spheroids yet does not cause apoptosis

As onametostat showed the most promising trends from the aspect of both low IC_50_ and potency increase in hypoxia, we proceeded with more detailed characterization of this compound. In U-251 MG and U-87 MG cell lines, we explored the effect of onametostat on the formation of tumour spheroids. Increasing concentrations of onametostat (final total concentration of 0.2, 2, or 20 µM) or control compounds (positive control: 50 µM lomustine, negative control: 0.1% DMSO) were added onto the ultra-low attachment microplates together with the cells. The concentrations of onametostat were chosen taking into consideration the trends observed in the viability assay, sufficiently low to avoid the excessive cell death yet sufficiently high to make the effect observable even in 3D culture, which is usually less sensitive to compound treatment than 2D^30–32^. The size of spheroids and the intensity of propidium iodide (PI) staining in necrotic/late apoptotic cells with compromised membrane integrity was assessed after 96 h of incubation. As the inner part of the tumour spheroids permanently resides at the hypoxic conditions due to the limited diffusion of oxygen^33^, only normoxic incubation conditions were used.

The results of the assay are summarized in Fig. 3 and Supplementary Fig. S7. In general, the interrupting effect of a compound on the spheroid formation can manifest itself either as decrease of spheroid size (if the compound affects viability and/or proliferation of the cells) or apparent increase of spheroid size (if the compound weakens the cell–cell contacts). Indeed, both trends were evident in our data. In U-251 MG cells, both onametostat and lomustine caused significant increase of the spheroid diameter (P < 0.05), with slight dose–response effect observable in case of onametostat (*i.e*., more concentrated compound resulting in larger apparent diameter). On the other hand, in U-87 MG cells, reduction of spheroid diameter was evident in case of highest onametostat concentration, while lowest concentration of the compound caused apparent increase in spheroid size (P < 0.001). Such difference in the cell line behaviour could be explained by the higher proliferation rate but also higher chemosensitivity of the U-87 MG cells, which was also previously observed in the viability assay with the adherent cells (Table 1). Furthermore, increase of the PI staining intensity (normalized by the spheroid area) was observable in U-87 MG spheroids treated with 20 µM onametostat.

**Figure 3:**
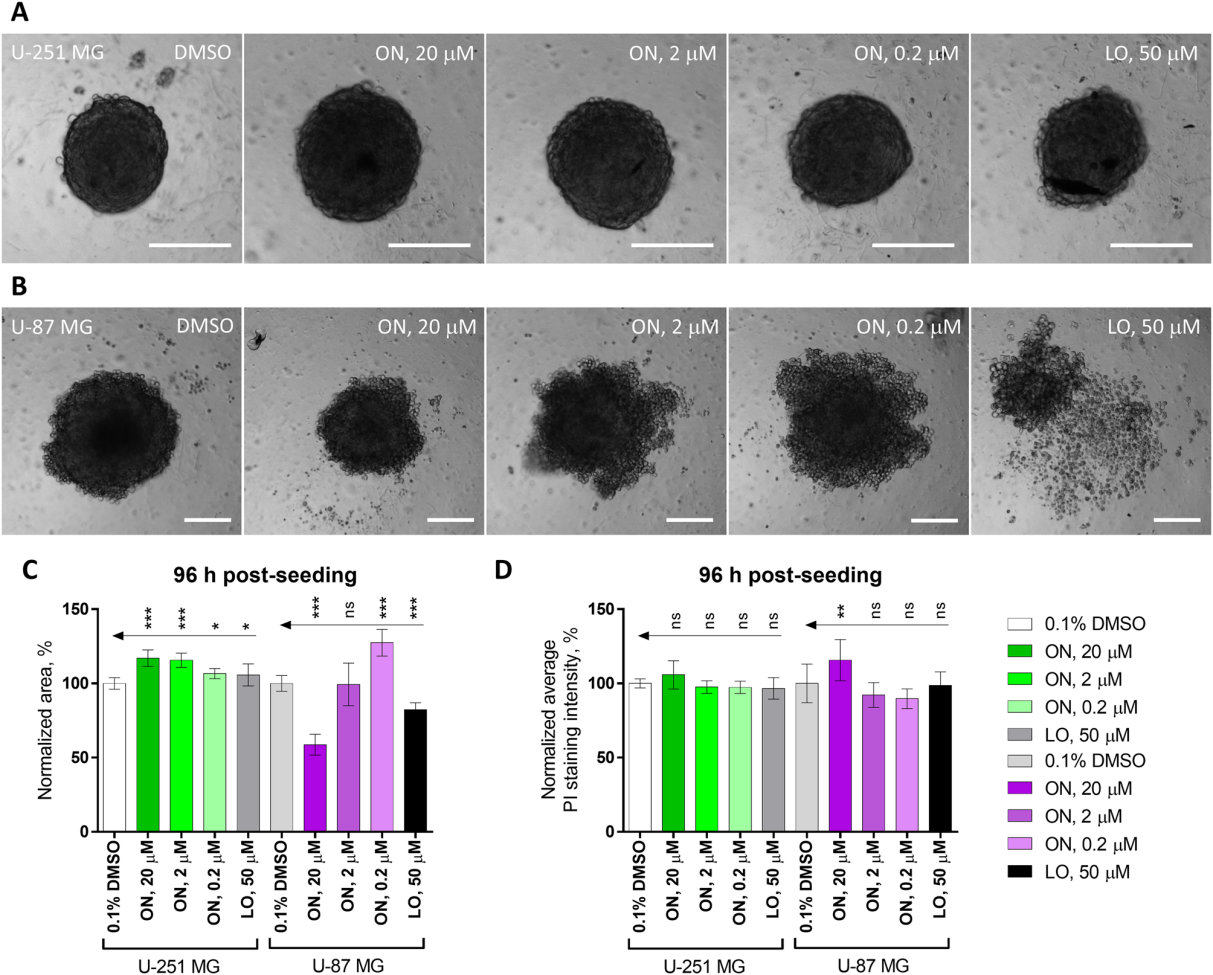
Effect of onametostat (ON) or lomustine (LO) on the spheroid formation in glioblastoma cell lines. (**A**) and (**B**) Show examples of spheroid morphology in U-251 MG cells and U-87 MG cells, respectively, following the 96-h treatment with indicated compounds in a single representative experiment; scale bar: 200 µm. (**C**) Summarizes normalized spheroid area and (**D**) summarizes normalized average intensity of propidium iodide staining per spheroid area using data pooled from 2 independent experiments (a total of 11–12 spheroids per condition); error bars indicate standard deviation. The grouped comparisons show statistical significance of differences for the parameters measured following incubation of cells with onametostat or lomustine *versus* 0.1% DMSO (one-way ANOVA): *** indicates P ≤ 0.001, ** indicates P ≤ 0.01, * indicates P ≤ 0.05, ns indicates not significant.

Additionally, we explored whether onametostat causes apoptosis in glioblastoma cell lines under normoxic conditions. Increasing concentrations of onametostat (final total concentration of 0.01, 0.1, 1, or 10 µM) or control compound lomustine (50 µM) were added to the U-251 MG, T-98G, or U-87 MG cells transfected with FRET-based biosensor cleavable by caspase-3. The results are summarized in Supplementary Fig. S8. No significant change in FRET was observed in any cell line, indicating that the effect of onametostat is based on other mechanisms than apoptotic cell death. On the other hand, lomustine caused significant change in biosensor FRET, expectedly inducing increase in caspase-3 activity^34^ on the scale of some hours after addition of the compound.

### Transcriptome studies in T98-G lysates: establishing the characteristic hypoxia and onametostat signatures

As the next part of our experimental effort, we explored the effect of 1 µM onametostat on the transcriptome in T98-G cell line. 

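T98-G, an established glioblastoma line, was cultured for 48 h with 1 µM onametostat, an inhibitor of the arginine methyltransferase PRMT5, or with 0.1% DMSO, at 20% or 1% oxygen. The 4 conditions were each sequenced in 3 independent experiments, which gives 12 libraries of polyadenylated RNA. The methods give 200 ng of RNA as the input of each library, and the labels of the deposited samples give 10 ng. According to the methods, reads were trimmed, aligned to GRCh38 with STAR and counted per gene with featureCounts under its default parameters, and genes with low counts were removed with the filterByExpr function of edgeR. The submitters' processing notes name STAR 2.7.10a and GRCh37 instead, so the build behind the counts is not settled, and the gene positions given with the results are those of GRCh38. The library kit marks strand while the default counting does not use it, so reads of a gene and of an antisense partner cannot be told apart. The deposited table holds whole-number read counts of 14698 genes, not scaled between libraries, and 14691 of the gene IDs have a symbol. Total counts had a median of 22595344 (22440031 to 41546611) for DMSO in normoxia, 45235278 (22322055 to 45977729) for DMSO in hypoxia, 21680512 (18154073 to 42559624) for onametostat in normoxia and 7641280 (403279 to 21049160) for onametostat in hypoxia. The read numbers given in the paper are read pairs before filtering, and the values here rest on the counts. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, in one fit of all 12 libraries, with the Benjamini-Hochberg adjustment over the 14698 genes. As in the paper, a DEG has an adjusted p under 0.05 and an absolute log2 fold change above 1; the paper's text names edgeR but not which of its tests was used. Every log2 fold change is given as onametostat relative to DMSO or as hypoxia relative to normoxia, by the labels of the libraries, and levels are counts scaled to library size (CPM, with TMM factors) as mean ± SD of 3 libraries.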

The adherent cells were incubated with the compound for 48 h under normoxic or hypoxic conditions; as a negative control, 0.1% DMSO was again used. T98-G was chosen as it was overall the least chemosensitive among the cell lines screened in this study (Fig. 2).

For different samples within 3 independent experiments, a read count distribution ranging from 16.8 million to 58.2 million reads was observed. 

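In 10 libraries, 78.8% to 82.6% of the read pairs that passed filtering were counted on the 14698 genes of the deposited table. The remaining libraries were both from onametostat in hypoxia, where 45.6% were counted in library 2 and 2.16% in library 3. Reads on genes left out by the filter on low counts are not part of these shares. Library 3 held 403279 counts, and the highest total was 114 times as large. In this library 2978 of the 14698 genes had no count, and 53 genes had at least 10 counts and a CPM at least 4 times the highest of the other 11 libraries. These 53 genes took 10.9% of its counts, against 0.487% and 0.468% in libraries 1 and 2 of onametostat in hypoxia. Among them, SUPT6H, which encodes a transcription elongation factor, had 5002 CPM in library 3 and 365 and 335 CPM in libraries 1 and 2. RPL27, which encodes a ribosomal protein, had 8792 CPM in library 3 and 419.7 and 447 CPM in the same libraries. A single count was worth 2.48 CPM in library 3, so a count of 0 there allows up to 7.44 CPM (3 counts), against 0.143 CPM in library 1 of the same condition, all by library totals without TMM factors. These limits cover counting error only.

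**Figure D1:**
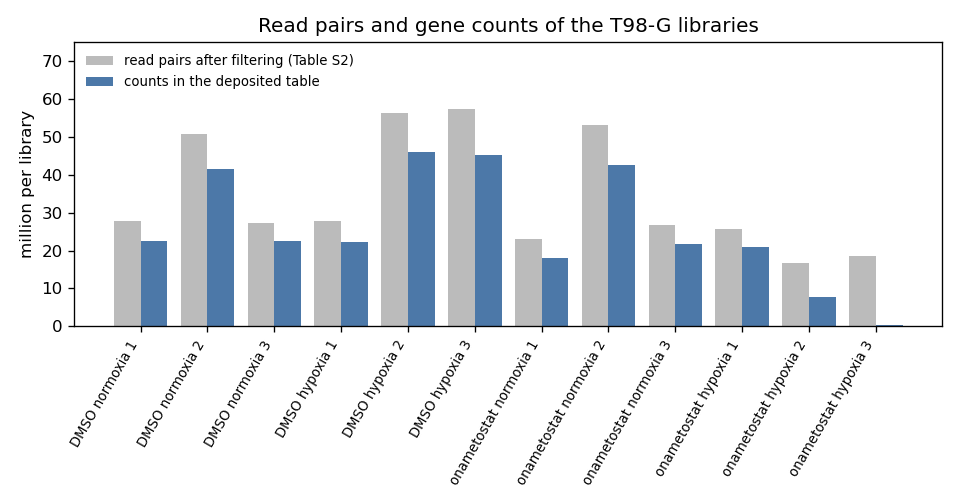
Read pairs after filtering (grey bars) and counts in the deposited table (blue bars) for each of the 12 libraries, on a linear axis. Libraries 2 and 3 of onametostat in hypoxia have counts far below their read pairs, with the shares of 45.6% and 2.16%.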

The exhibited read counts were mostly within the interquartile range of 23.3 million to 53.9 million reads, indicating a consistent level of coverage across the majority of the samples (Supplementary Table S2). The t-distributed stochastic neighbor embedding plot (t-SNE; Supplementary Fig. S9) illustrates the clustering based on the similarity of the transcriptome profiles obtained for the different treatments. It was evident that the impact of onametostat treatment is markedly more pronounced than the effect of oxygenation conditions; still, the clustering was distinguishable between the hypoxic vs normoxic conditions, and the independent experiments clustered together.

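Onametostat treatment took 23.7% of the variance of log2 CPM over the 14698 genes, oxygenation 10.4%, the interaction of both 8.17%, and the differences between libraries of one condition 57.7%. Without library 3 of onametostat in hypoxia, the share of treatment was 55.25% and that of oxygenation 14.37%. The share of the interaction was not computed without this library, so how much of the 8.17% comes from it is not known. In a principal component analysis of all 12 libraries, the first component held 76.6% of the variance and set library 3 of onametostat in hypoxia apart from the other 11. When this library was left out, the first component held 56.7% and set all 5 onametostat libraries apart from all 6 DMSO libraries. The next component held 15.0% and set hypoxia apart from normoxia within each treatment. The analysis used log2 CPM after TMM normalization with a prior count of 2 and no DESeq2 transformation, so its axes are not those of the t-SNE plot.

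**Figure D2:**
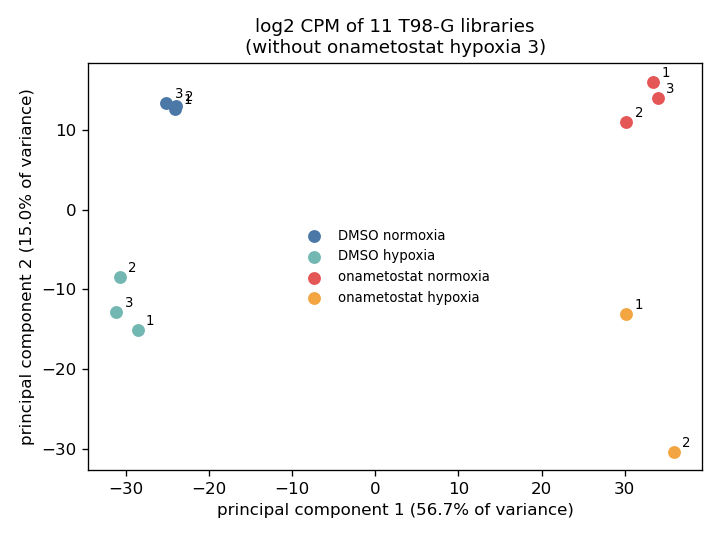
Scores of 11 libraries on the first and second principal components of log2 CPM, without library 3 of onametostat in hypoxia; the axes give 56.7% and 15.0% of the variance, and each point is a library coloured by condition. The onametostat and DMSO libraries lie on opposite sides of the first component.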

Figure 4A lists the number of the differentially expressed genes (DEG) in pairwise comparisons of different treatments; FDR rate of 0.05 was used as a cut-off for defining the statistically significant differences. The overall number of both up- and downregulated DEGs was lower in comparisons of cells treated under hypoxic *vs* normoxic conditions than the number of DEGs in comparisons of cells treated with onametostat *vs* DMSO. This was consistent with the more pronounced effect of PRMT5 inhibition as compared to the oxygen deprivation. 

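With onametostat, 259 genes were higher and 639 lower than with DMSO in normoxia, and 305 were higher and 799 lower in hypoxia. Between the oxygenation conditions, 88 genes were higher and 34 lower in hypoxia with DMSO, and 61 were higher and 46 lower with onametostat. These directions, by the labels, are the reverse of those in Supplementary Table S3 and of those the paper states for named genes. ETHE1, which encodes a mitochondrial sulphur dioxygenase, is one of the genes lower with onametostat, with a log2 fold change of -1.52 (standard error 0.0960, adjusted p = 1.06e-09) from edgeR's quasi-likelihood test in normoxia and of -1.67 (standard error 0.132, adjusted p = 2.38e-08) in hypoxia. IL18, which encodes an inflammatory cytokine, was higher in both, by 1.85 (standard error 0.313, adjusted p = 8.27e-05) and 2.04 (standard error 0.377, adjusted p = 2.29e-04). PDGFRA, which encodes a platelet-derived growth factor receptor, was higher in hypoxia with DMSO, at 1.44 ± 0.126 against 0.373 ± 0.0559 CPM in normoxia. A test of the difference between the treatment effects at the 2 oxygenations called 3 genes, and 0 with read pairs as a covariate, 1 with DESeq2 and 20 with the likelihood ratio test. It called 0 without any one library of DMSO in normoxia, library 2 of DMSO in hypoxia or library 1 of onametostat in normoxia, 1 without library 1 or 3 of DMSO in hypoxia, library 2 of onametostat in normoxia or library 1 of onametostat in hypoxia, 2 without library 3 of onametostat in normoxia, and 5 without library 2 or 3 of onametostat in hypoxia. Many DEGs had low expression, with an average log2 CPM under 1 for 181 of the 259 and 300 of the 639 DEGs of onametostat in normoxia. In the comparisons with onametostat in hypoxia, 22 of the 305 and 14 of the 61 higher DEGs were among the 53 genes in excess in library 3, and without library 1 the oxygenation comparison with onametostat gave 29 higher and 25 lower genes. DESeq2 called 40 higher and 9 lower genes for hypoxia with DMSO and 15 higher and 3 lower with onametostat, that is 83.3% higher in place of 57.0%.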

The number of DEGs common for the various comparisons are shown in the Venn diagram in Fig. 4B. In line with the t-SNE plot, the cells treated with onametostat shared a number of DEGs relative to the DMSO-treated cells irrespective of the oxygen content during the treatment. 

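Of the DEGs with onametostat, 151 were higher and 430 lower in both oxygenation conditions, where independent lists of these sizes would share 5.37 and 34.7, and 0 went in opposite directions. Among the 1421 genes called in either comparison, 1375 had fold changes of one sign, and over all genes the fold changes had a Pearson correlation of 0.79, with genes not being independent replicates. The 2 comparisons share no library. CRYL1, which encodes a crystallin-like dehydrogenase, was among the shared lower genes, with 4.27 ± 0.387 CPM with DMSO and 0.654 ± 0.0593 with onametostat in normoxia, and 5.43 ± 0.528 and 1.80 ± 0.810 in hypoxia. PCK2, which encodes the mitochondrial phosphoenolpyruvate carboxykinase, was lower with a log2 fold change of -1.48 (standard error 0.0966, adjusted p = 1.55e-09) in normoxia and -1.60 (standard error 0.131, adjusted p = 3.32e-08) in hypoxia from edgeR's quasi-likelihood test. Between oxygenation conditions, 25 genes were higher and 3 lower in hypoxia with both treatments, where 0.365 and 0.106 would be shared by chance, and the fold changes had a correlation of 0.43. PDGFRA, HPGD and CLDN1 were among the shared higher genes, with log2 fold changes of 1.95, 1.41 and 1.82 with DMSO and 1.45, 1.20 and 1.66 with onametostat. With DMSO, their mean levels lay below 2.48 CPM, the worth of a single count in library 3 of onametostat in hypoxia by library totals. At such levels that library cannot resolve them. Without library 1 of onametostat in hypoxia, 6 genes were higher and 1 lower with both treatments, and without library 2 of DMSO in hypoxia 6 were lower.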

The lists of DEGs termed significant for the different treatment comparisons (FDR < 0.05) are provided in the Supplementary Table S3A–H.

**Figure 4:**
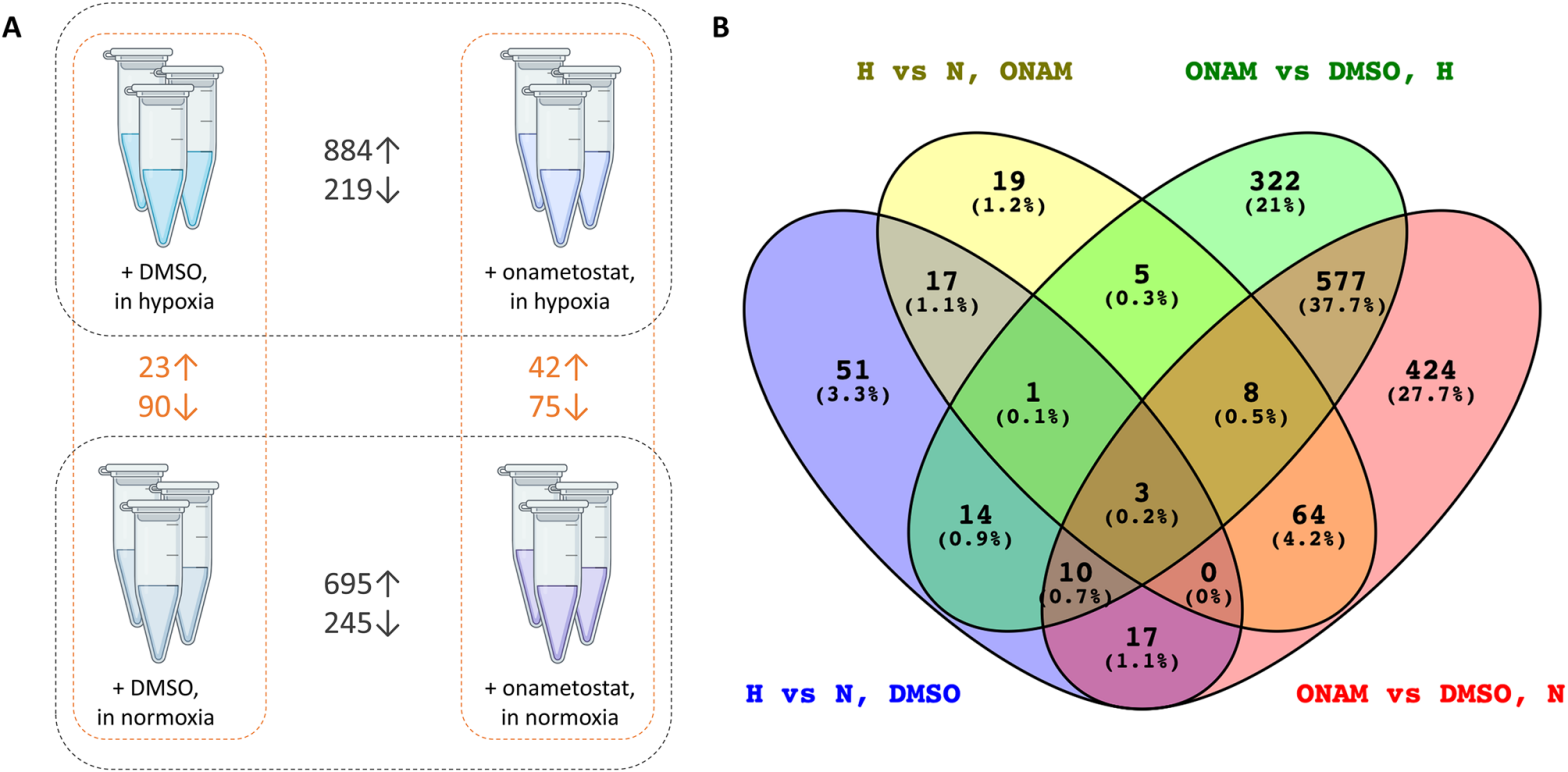
DEG counts in treatment comparisons and number of common DEGs in various treatments. (**A**) Number of DEGs identified as significantly enriched in the pairwise comparisons of differently treated cells (FDR < 0.05); ↑ indicates higher abundance in hypoxia- or onametostat-treated cells and ↓ indicates higher abundance in normoxia- or DMSO-treated cells. (**B**) Venn diagram of the DEGs in various treatment comparisons (FDR < 0.05 in any compared treatments). H, hypoxia; N, normoxia; ONAM, onametostat.

We next focused onto the specific DEGs found for different treatment comparisons. The Volcano plots for comparisons are shown in Fig. 5. The cellular pathways to which the established DEGs belong were analysed using Metascape, an online platform that integrates data from the following ontology sources: KEGG Pathway, GO Biological Processes, Reactome Gene Sets, Canonical Pathways, CORUM, and WikiPathways^28^. The major results are summarized in Supplementary Table S4 and shown in detail in Fig. 6.

**Figure 5:**
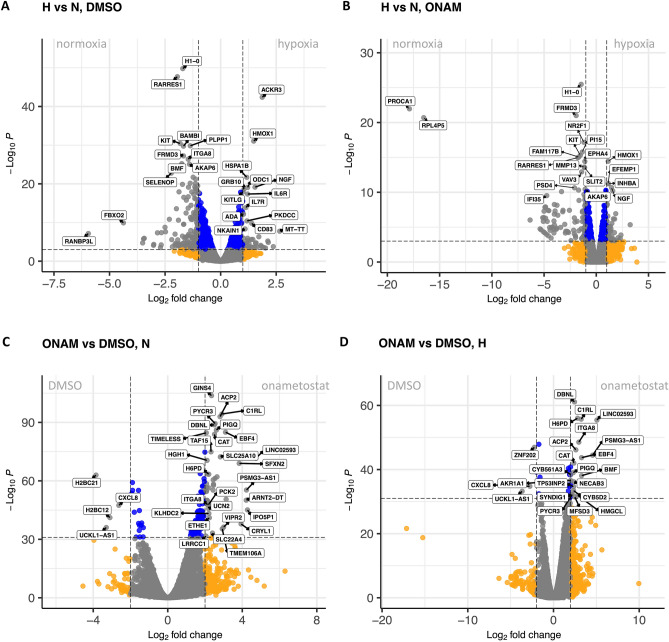
Volcano plots showing DEGs in treatment comparisons. (**A**) Hypoxic *vs* normoxic conditions in the T98-G cells treated with 0.1% DMSO; (**B**) Hypoxic *vs* normoxic conditions in the T98-G cells treated with 1 µM onametostat; (**C**) Onametostat- *vs* DMSO-treated T98-G cells following incubation in normoxia; (**D**) Onametostat- *vs* DMSO-treated T98-G cells following incubation in hypoxia. Top hits are marked with the name labels. In (**A**) and (**B**), DEGs coloured in orange feature binary logarithm of fold change values of below -1 or over 1, and DEGs coloured in blue feature the P-value cut-off of 10^–3^. In (**C**) and (**D**), DEGs coloured in orange feature binary logarithm of fold change values of below -2 or over 2, and DEGs coloured in blue feature the P-value cut-off of 10^–32^. H, hypoxia; N, normoxia; ONAM, onametostat.

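Among the genes with an average log2 CPM of at least 1, histone H2B genes were near the top of those higher with onametostat in normoxia: H2BC21 had a log2 fold change of 2.70 (standard error 0.142, adjusted p = 1.37e-10), from edgeR's quasi-likelihood test, and H2BC12 of 2.18 (standard error 0.158, adjusted p = 5.13e-09). Both were also higher in hypoxia, by 1.93 and 2.03. UCKL1-AS1, an antisense transcript of UCKL1, was higher by 2.32 in normoxia and 2.62 in hypoxia. LCP1, which encodes an actin-bundling protein, was higher by 1.58 in normoxia. LINC02593, a non-coding transcript, fell by 3.25 in normoxia and 3.43 in hypoxia on the log2 scale, from 18.3 ± 3.47 to 1.95 ± 0.203 CPM and from 24.2 ± 2.02 to 1.41 ± 1.28 CPM. PSMG3-AS1 had log2 fold changes of -2.90 and -3.11, and IPO5P1, a pseudogene that may share reads with IPO5, of -2.93 and -2.96. SFXN2, which encodes a mitochondrial serine transporter, had -2.62 in normoxia, and RAB26, a small GTPase of secretory vesicles, -2.47 in normoxia and -3.09 in hypoxia. In hypoxia, the largest increases also held ZBTB7A (4.04), NUDC (3.25), FAM20B (2.94), RPL27 (2.92) and OTUB1 (2.80), which are among the genes in excess in library 3 of onametostat in hypoxia. Without that library, ZBTB7A, NUDC, FAM20B, RPL27 and OTUB1 had 0.17, 0.28, 0.41, 0.09 and 0.12 and were not called.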

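In hypoxia with DMSO, ANKFN1 had the largest increase among the genes with an average log2 CPM of at least 1, with a log2 fold change of 1.73 (standard error 0.247, adjusted p = 7.71e-05) from edgeR's quasi-likelihood test, and SELENOP, which encodes the plasma selenium carrier, rose by 1.54 (standard error 0.134, adjusted p = 6.83e-07). SLC5A3, which encodes a myo-inositol transporter, rose by 1.30 (standard error 0.190, adjusted p = 9.24e-05), with 403, 191 and 250.1 CPM in the 3 hypoxic libraries, and without library 1 of DMSO in hypoxia it had 0.95 and was not called. BCYRN1, a brain cytoplasmic RNA, fell by 1.14 on the log2 scale, and without library 2 of DMSO in normoxia it had -0.94 and was not called. With onametostat, FRMD3 rose by 1.35 (standard error 0.118, adjusted p = 4.10e-06), with 7.99 ± 0.235 CPM in normoxia and 19.6 ± 2.48 in hypoxia, and PSD4 rose by 1.47 (standard error 0.211, adjusted p = 2.75e-04). EMILIN2, which encodes an extracellular matrix glycoprotein, fell by 1.30 on the log2 scale, and without library 1 of onametostat in hypoxia it had -0.92 and was not called. SBF1 (3.38), GPX4 (2.79) and TUFM (2.48) also ranked among the increases with onametostat, and all of them are in excess in library 3 of onametostat in hypoxia, without which they had 0.20, 0.13 and 0.10 and were not called. GPX4 and TUFM also lost their calls when any of the 3 libraries of onametostat in normoxia was left out (2.84 to 2.88 for GPX4 and 2.51 to 2.52 for TUFM).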

**Figure 6:**
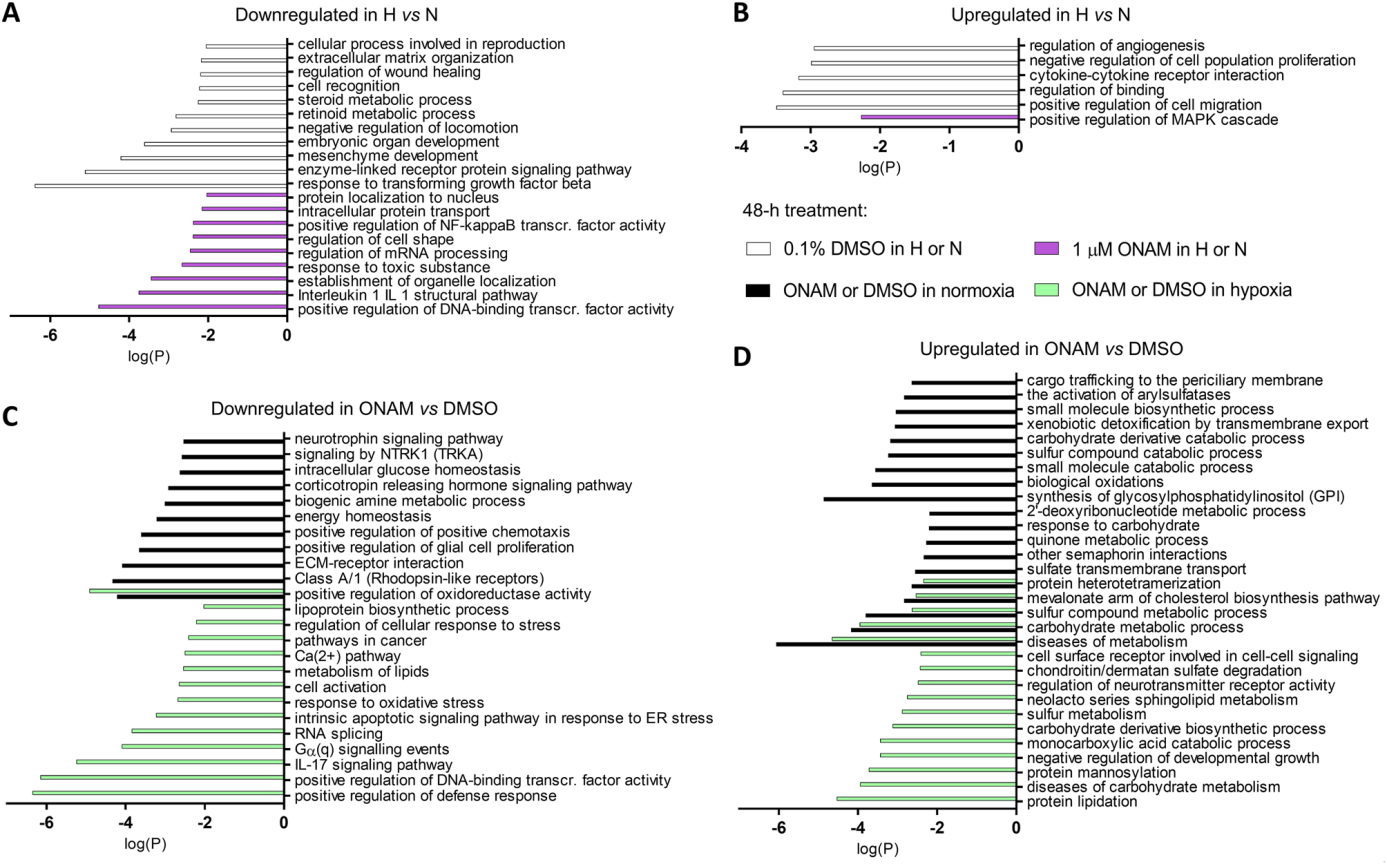
Top cellular pathways identified by the Metascape platform based on the DEGs corresponding to the comparisons of the differently treated samples (FDR < 0.05). The columns indicate decimal logarithms of P-value. (**A**) Pathways downregulated in hypoxic *vs* normoxic conditions; no major overlapping pathways were found between the cells treated with 0.1% DMSO (white columns) or 1 µM onametostat (purple columns). (**B**) Pathways upregulated in hypoxic *vs* normoxic conditions; no major overlapping pathways were found between the cells treated with 0.1% DMSO (white columns) or 1 µM onametostat (purple columns). (**C**) Pathways downregulated in onametostat- *vs* DMSO-treated cells; one major overlapping pathway was found between the cells treated in normoxia (black columns) or hypoxia (light green columns). (**D**) Pathways upregulated in onametostat- *vs* DMSO-treated cells; five major overlapping pathways were found between the cells treated in normoxia (black columns) or hypoxia (light green columns). H, hypoxia; N, normoxia; ONAM, onametostat.

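ADAMTS5, which encodes an aggrecan-cleaving metalloproteinase (ENSG00000154736; chromosome 21 from 26917922 to 26967088), had 2.14 ± 0.390 CPM in normoxia and 5.38 ± 0.689 in hypoxia with DMSO, a log2 fold change of 1.37 (standard error 0.156, adjusted p = 8.88e-06) from edgeR's quasi-likelihood test. With onametostat its log2 fold change was 1.46 (standard error 0.263, adjusted p = 0.00164), and without library 1 of onametostat in hypoxia it was 1.36 and not called. ITGA8, the integrin α8 subunit (ENSG00000077943; chromosome 10 from 15513954 to 15719922), had 32.7 ± 2.91 CPM in normoxia and 65.1 ± 2.12 in hypoxia with DMSO, and its log2 fold change of 0.997 (adjusted p = 4.05e-07) lay just under the fold change threshold, which it passed with 1.07 without library 3 of DMSO in normoxia, 1.02 without library 2 of DMSO in hypoxia and 1.00 without library 3 of onametostat in hypoxia. The chemokine receptor ACKR3 (ENSG00000144476; chromosome 2 from 236567787 to 236582354) had 11.1 ± 0.278 CPM in normoxia and 4.37 ± 0.553 in hypoxia with DMSO, with a log2 fold change of -1.32 (standard error 0.0877, adjusted p = 4.85e-08), and with onametostat of -1.08 (standard error 0.122, adjusted p = 3.82e-05), which without library 1 of onametostat in hypoxia was -0.99. The neurotrophin receptor NTRK3 had 4.81 ± 0.0840 CPM in normoxia and 2.36 ± 0.279 in hypoxia with DMSO, with a log2 fold change of -1.02 (standard error 0.159, adjusted p = 1.78e-04), and without library 3 of DMSO in hypoxia of -0.94. With onametostat, NTRK3 had -0.94 (standard error 0.246, adjusted p = 0.0176), which did not pass the fold change threshold and passed it with -1.07 without library 2 of onametostat in normoxia and -2.12 without library 1 of onametostat in hypoxia. Of 49 measured genes of collagens, integrins and matrix remodelling, 4 were higher and 0 lower in hypoxia with DMSO, the same counts adjusted over the list alone, with ITGB4, ITGB8 and VIT beside ADAMTS5 (camera, adjusted p = 2.96e-08, and adjusted p = 0.0551 with an estimated correlation). The study lists ITGB8, VIT and ADAMTS5 in Supplementary Table S4 on these libraries, so this count is not independent evidence. With onametostat, 2 of the 49 were higher, ADAMTS5 and VIT, and 1 was without library 1 or 2 of DMSO in normoxia or library 1 or 3 of onametostat in normoxia and 0 without library 1 of onametostat in hypoxia (camera, adjusted p = 3.81e-04, and adjusted p = 0.490 with an estimated correlation).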

Overall, in T98-G cells, 48-h incubation under hypoxic conditions triggered reorganization of the extracellular matrix (e.g., judging by decrease in integrin *ITGA8* in DMSO-treated cells and metalloproteinase *ADAMTS5* in both DMSO- and onametostat-treated cells) and enhanced cell migratory properties (mirrored by increase in atypical chemokine receptor *ACKR3* and neurotrophic receptor *NTRK3* in both treatments). Furthermore, several metabolic processes were altered in hypoxia, as indicated by decrease in expression of cytochrome P450 family members *CYP26B1* and *CYP27C1* in DMSO-treated cells, cytochrome c oxidase *COX8A* in onametostat-treated cells, or retinoic acid responders *RARRES1/2* in both treatments.

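CYP26B1, a cytochrome P450 that degrades retinoic acid (ENSG00000003137; chromosome 2 from 72129238 to 72147862), had 8.11 ± 0.409 CPM in normoxia and 16.8 ± 2.51 in hypoxia with DMSO, a log2 fold change of 1.06 (standard error 0.113, adjusted p = 5.27e-06) from edgeR's quasi-likelihood test. Without library 3 of DMSO in hypoxia it was 0.92 and not called. CYP27C1, a retinoid desaturase, had 0.498 ± 0.0841 and 1.76 ± 0.348 CPM and a log2 fold change of 1.83 (standard error 0.253, adjusted p = 5.97e-05). RARRES1, a retinoic acid responder, rose with DMSO by 1.33 (standard error 0.0832, adjusted p = 3.56e-08) and with onametostat by 1.24 (standard error 0.131, adjusted p = 2.02e-05). RARRES2, the chemerin precursor, had 1.000 (adjusted p = 0.00254) with DMSO, at the fold change threshold, and lost its call with 0.95 without library 1 of DMSO in normoxia, 0.96 without library 2 of DMSO in normoxia, 0.91 without library 1 of DMSO in hypoxia, 0.90 without library 3 of DMSO in hypoxia, 1.00 without library 1 of onametostat in normoxia, 1.00 without library 2 of onametostat in normoxia and 1.00 without library 3 of onametostat in normoxia. With onametostat, RARRES2 had 0.55 (standard error 0.333, adjusted p = 0.303) and was not called. COX8A, a subunit of cytochrome c oxidase (ENSG00000176340), had 131, 132 and 1504 CPM in the 3 libraries of onametostat in hypoxia and 138 ± 1.64 in normoxia. It is among the genes in excess in library 3, and its log2 fold change was 1.32 (standard error 0.609, adjusted p = 0.167), which was not called, and was called with 1.97 without library 2 of onametostat in hypoxia. Of 19 measured genes of retinoid metabolism and response, 4 were higher and 0 lower in hypoxia with DMSO, and 4 adjusted over the list alone (camera, adjusted p = 2.64e-06, and adjusted p = 0.0444 with an estimated correlation, which is 0.0667 without library 3 of onametostat in hypoxia). The paper names CYP26B1, CYP27C1, RARRES1 and RARRES2 from these libraries, so this count is not independent evidence. Without library 3 of DMSO in hypoxia, 2 were higher with DMSO. With onametostat, 1 was higher (2 without library 2 of DMSO in hypoxia, library 3 of onametostat in normoxia or library 3 of onametostat in hypoxia, and 3 without library 2 of onametostat in hypoxia) and 2 adjusted over the list alone (camera, adjusted p = 0.00256, and adjusted p = 0.390 with an estimated correlation).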

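H6PD, which makes NADPH in the endoplasmic reticulum (ENSG00000049239; chromosome 1 from 9234774 to 9271337), had 31.5 ± 0.410 CPM with DMSO and 11.0 ± 0.973 with onametostat in normoxia, and 44.9 ± 1.33 and 10.2 ± 4.32 in hypoxia. Its log2 fold changes were -1.50 (standard error 0.0775, adjusted p = 1.25e-10) and -1.89 (standard error 0.0954, adjusted p = 2.07e-10) from edgeR's quasi-likelihood test. SLC25A10, a mitochondrial carrier of dicarboxylates (ENSG00000183048; chromosome 17 from 81712236 to 81721016), had -1.93 (standard error 0.0958, adjusted p = 7.96e-11) in normoxia and -1.57 (standard error 0.125, adjusted p = 2.42e-08) in hypoxia. AKR1A1, an aldehyde reductase (ENSG00000117448; chromosome 1 from 45550543 to 45570049), had -1.36 (standard error 0.0639, adjusted p = 4.59e-11) and -1.32 (standard error 0.0769, adjusted p = 7.80e-10). Of 28 measured genes that build the glycosylphosphatidylinositol anchor, 5 were lower and 0 higher in each oxygenation condition, the same counts adjusted over the list alone. These were PIGF, PIGP, PIGQ, PIGV and PIGZ, with log2 fold changes from -1.79 (PIGZ) to -1.16 (PIGV) in normoxia and from -1.53 (PIGQ) to -1.15 (PIGF) in hypoxia. All of them are listed in Supplementary Table S4 from these libraries, so the counts are not independent evidence. As a group, the 28 genes were lower than other genes in normoxia (camera, adjusted p = 0.00213, and adjusted p = 0.0255 with an estimated correlation), while in hypoxia the group did not pass once the correlation was estimated (camera, adjusted p = 0.0119, and adjusted p = 0.219 with an estimated correlation).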

Treatment with onametostat also triggered metabolic changes in both normoxic and hypoxic conditions, such as upregulation of expression of glucose-6-phosphate dehydrogenase *H6PD*, mitochondrial dicarboxylate carrier *SLC25A10*, aldo/keto reductase *AKR1A1*, and multiple phosphatidylinositol glycan anchor biosynthesis genes. Also, the presence of onametostat reduced expression of various genes regulating activity of transcription factors (e.g., anti-Müllerian hormone *AMH* and interleukin-1 receptor-associated kinase *IRAK2* in both normoxic and hypoxic conditions and homeodomain-interacting kinase *HIPK2* in hypoxic conditions) and suppressed RNA splicing independently of oxygenation status (judging by decrease in expression of small nuclear RNA auxiliary factor *U2AF1*, polypyrimidine tract binding protein *PTBP2*, and several pre-mRNA processing factors). Furthermore, onametostat treatment caused overall downregulation of the signalling pathways sustaining survival of the cancer cells, especially in reduced oxygenation (for instance, decrease in levels of Wnt receptor Frizzled *FZD2* and telomerase *TERT* was significant in hypoxic conditions, while levels of C-X-C motif chemokine *CXCL8* and various mitogen-activated protein kinase cascade members were decreased in both conditions). 

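U2AF1, the small subunit of the factor that recognises 3' splice sites (ENSG00000160201; chromosome 21 from 43092956 to 43107570), had 16.3 ± 0.712 CPM with DMSO and 41.7 ± 0.627 with onametostat in normoxia, a log2 fold change of 1.35 (standard error 0.0655, adjusted p = 6.29e-11) from edgeR's quasi-likelihood test, and of 1.45 (standard error 0.0765, adjusted p = 3.17e-10) in hypoxia. GRCh38 holds an identical further copy of much of this gene, so its counts are uncertain. PTBP2, a splicing repressor, was higher by 1.28 (standard error 0.0668, adjusted p = 1.30e-10) and 1.33 (standard error 0.0754, adjusted p = 6.33e-10), and the pre-mRNA processing factors PRPF38B and PRPF39 by 1.12 and 1.34 in normoxia and 1.22 and 1.39 in hypoxia. Of 77 core spliceosome and splicing factor genes, 6 were higher and 0 lower in normoxia, and 8 higher and 0 lower in hypoxia, the same counts adjusted over the list alone. Their median log2 fold changes were 0.24 (camera, adjusted p = 7.22e-13, and adjusted p = 0.00892 with an estimated correlation) and 0.33 (camera, adjusted p = 2.45e-17, and adjusted p = 0.200 with an estimated correlation, which is 0.0105 without library 3 of onametostat in hypoxia). Of the 8 genes in hypoxia, RBM17 and SFSWAP are in excess in library 3 of onametostat in hypoxia, and without that library they had 0.06 and 0.81 and were not called. Supplementary Table S4 lists RBM17, SFSWAP, U2AF1, PTBP2, PRPF38B and PRPF39 under RNA splicing from these libraries. The counts and tests of the 77 genes are therefore not independent evidence. AMH, the anti-Müllerian hormone (ENSG00000104899; chromosome 19 from 2249309 to 2252073), was higher by 1.04 (standard error 0.171, adjusted p = 6.04e-05) in normoxia and 1.42 (standard error 0.206, adjusted p = 1.92e-05) in hypoxia, and its normoxia call was lost with 0.95 without library 1 of DMSO in normoxia, 0.97 without library 1 of onametostat in normoxia and 0.92 without library 3 of onametostat in normoxia. IRAK2, a kinase of interleukin-1 signalling, had 1.05 (standard error 0.423, adjusted p = 0.0430) and 1.41 (standard error 0.493, adjusted p = 0.0238). Its normoxia call was lost with 1.07 without library 1 of DMSO in normoxia, 1.05 without library 2 of DMSO in normoxia, 1.04 without library 3 of DMSO in normoxia and 1.02 without library 2 of onametostat in normoxia, and the gene is in excess in library 3 of onametostat in hypoxia, without which it had 0.88. HIPK2, a kinase of transcription factors, had 1.91 (standard error 0.504, adjusted p = 0.00422) in hypoxia, with 704, 617 and 4816 CPM in the 3 libraries, and 0.37 without library 3.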

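CXCL8, the chemokine interleukin-8 (ENSG00000169429; chromosome 4 from 73740519 to 73743716), had 4.24 ± 0.844 CPM with DMSO and 15.1 ± 1.23 with onametostat in normoxia, and 3.93 ± 0.212 and 13.7 ± 2.81 in hypoxia. Its log2 fold changes were 1.86 (standard error 0.112, adjusted p = 6.25e-10) and 1.98 (standard error 0.130, adjusted p = 2.67e-09) from edgeR's quasi-likelihood test. TERT, the catalytic subunit of telomerase (ENSG00000164362; chromosome 5 from 1253147 to 1295068), had 0.931 ± 0.0350 CPM with DMSO and 1.47 ± 1.29 with onametostat in hypoxia, a log2 fold change of 1.18 (standard error 0.230, adjusted p = 3.86e-04), with 0 counts in library 3 of onametostat in hypoxia. The Wnt receptor FZD2 (ENSG00000180340; chromosome 17 from 44557484 to 44561262) had 54.6, 53.0 and 1773 CPM in the 3 libraries of onametostat in hypoxia, of which the third holds it in excess, and 69.0 ± 1.99 with DMSO. Its log2 fold change was 1.23 (standard error 0.851, adjusted p = 0.240) and was not called, and was called with 2.72 without library 1 of onametostat in hypoxia and 2.70 without library 2 of onametostat in hypoxia. Of 36 MAP kinase cascade kinases, 2 were higher and 0 lower with onametostat in normoxia, MAPK13 (1.04) and MAP3K9 (1.01), and 1 was in hypoxia, MAPK13 (1.18), the same counts adjusted over the list alone. In normoxia 0 were called without library 2 of DMSO in normoxia and 1 without library 3 of onametostat in normoxia, and in hypoxia 2 without library 1 or 2 of onametostat in hypoxia. As a group these kinases did not pass the test in normoxia (camera, adjusted p = 0.143, and adjusted p = 0.204 with an estimated correlation) or in hypoxia (camera, adjusted p = 0.206, and adjusted p = 0.248 with an estimated correlation). MAP2K2, MAPK11 and TRAF4 had log2 fold changes of 1.15, 0.64 and 1.04 in hypoxia that were not called, and all of them are in excess in library 3. MAP2K2 was called with 1.84 without library 1 of onametostat in hypoxia and 1.89 without library 2 of onametostat in hypoxia. Of 37 Wnt receptors and signalling components, 2 were lower in normoxia (camera, adjusted p = 0.151, and adjusted p = 0.200 with an estimated correlation) and 5 in hypoxia (camera, adjusted p = 0.255, and adjusted p = 0.391 with an estimated correlation), and 0 were higher, the same counts adjusted over the list alone. Without library 2 of onametostat in normoxia, 4 were lower and 1 higher in normoxia, and without library 1 or 2 of onametostat in hypoxia 1 was higher in hypoxia.

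**Figure D3:**
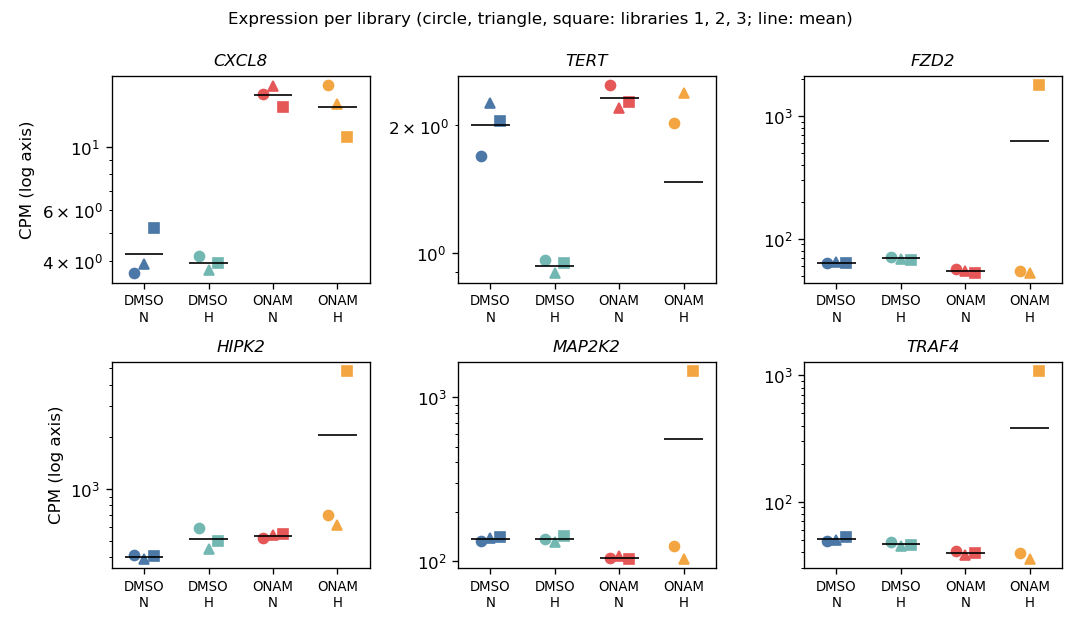
CPM, on a log axis, of CXCL8, TERT, FZD2, HIPK2, MAP2K2 and TRAF4 in each of the 12 libraries by condition, with each point a library and the level of 0 of TERT in library 3 of onametostat in hypoxia not drawn. FZD2, HIPK2, MAP2K2 and TRAF4 stand far above the other libraries in library 3 of onametostat in hypoxia, at 1773, 4816, 1445 and 1084 CPM.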

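Of 16 measured replication-dependent histone genes, 7 were higher and 0 lower with onametostat in normoxia, and 4 higher and 0 lower in hypoxia, the same counts adjusted over the list alone. In hypoxia, 1 was lower without library 1 of onametostat in normoxia or library 2 of onametostat in hypoxia. The 7 were H1-2, H2BC4, H2BC5, H2BC8, H2BC11, H2BC12 and H2BC21, of which H2BC4 rose by 2.00 and 1.95 and H2BC5 by 1.28 and 1.28. The list's median log2 fold change was 0.76 in normoxia (camera, adjusted p = 1.70e-05, and adjusted p = 0.0451 with an estimated correlation, which is 0.0845 without library 3 of onametostat in hypoxia) and 0.57 in hypoxia (camera, adjusted p = 0.0119, and adjusted p = 0.211 with an estimated correlation). These genes resemble each other closely, so they may share reads, and most of their mRNAs carry no poly(A) tail, for which the library kit selects. EBF4, an early B-cell transcription factor (ENSG00000088881; chromosome 20 from 2692780 to 2760108), had 13.1 ± 0.466 CPM with DMSO and 3.00 ± 0.399 with onametostat in normoxia, a log2 fold change of -2.12 (standard error 0.0976, adjusted p = 3.61e-11) from edgeR's quasi-likelihood test, and of -2.21 (standard error 0.120, adjusted p = 4.02e-10) in hypoxia. CDKN1A, which encodes p21 (ENSG00000124762; chromosome 6 from 36676460 to 36687337), had 18.2 ± 0.875 CPM with DMSO and 6.61 ± 3.50 with onametostat in hypoxia, a log2 fold change of -1.16 (standard error 0.112, adjusted p = 2.25e-07). Of 45 genes of the G1/S transition and DNA replication, 3 were lower and 0 higher in each condition, namely RRM2, GINS4 and TIMELESS, the same counts adjusted over the list alone (camera, adjusted p = 3.58e-11, and adjusted p = 0.0255 with an estimated correlation in normoxia, and camera, adjusted p = 0.00397, and adjusted p = 0.219 with an estimated correlation in hypoxia). Of 40 genes of G2 and mitosis, CENPI was lower in both conditions and 0 were higher, the same counts adjusted over the list alone, and the list as a whole did not pass the test in normoxia (camera, adjusted p = 0.0594, and adjusted p = 0.370 with an estimated correlation), where the former is 0.0480 with a replicate block, 0.0342 without library 1 of DMSO in normoxia, 0.0368, 0.0424 and 0.0396 without library 1, 2 or 3 of DMSO in hypoxia, 0.0266 without library 1 of onametostat in normoxia and 0.0289 without library 3 of onametostat in hypoxia, and passed in hypoxia only with the preset correlation (camera, adjusted p = 1.52e-04, and adjusted p = 0.219 with an estimated correlation). Without library 1 of DMSO in hypoxia or library 2 of onametostat in hypoxia, CENPI was not called in hypoxia. Of 26 p53 target genes, 1 was higher and 2 lower in normoxia (camera, adjusted p = 0.959, and adjusted p = 0.957 with an estimated correlation, and 1 lower without library 2 of onametostat in normoxia) and 4 were lower in hypoxia (camera, adjusted p = 0.743, and adjusted p = 0.813 with an estimated correlation), the same counts adjusted over the list alone. Of 13 genes of CDK inhibitors, the retinoblastoma family, D-type cyclins and their kinases, 0 were DEGs in normoxia (camera, adjusted p = 0.239, and adjusted p = 0.370 with an estimated correlation), and CDKN1A was the only DEG in hypoxia, also when adjusted over the list alone (camera, adjusted p = 0.302, and adjusted p = 0.359 with an estimated correlation).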

Finally, several onametostat treatment-related DEGs indicated the cell cycle arrest at G1 phase: e.g., the histone cluster was downregulated in both normoxic and hypoxic conditions^35^, the early B-cell transcription factor 4 (*EBF4*) upregulated in both normoxic and hypoxic conditions^36^, and the cell cycle inhibitor p21 (*CDKN1A*) upregulated in hypoxic conditions^37^.

### Onametostat alters levels of cell cycle-related markers and nucleolar proteins in GB cell lines

Based on transcriptomic data in T-98G cell line, we proceeded with validation of the observed trends using immunofluorescent staining in all three GB cell lines following 48-h treatment with onametostat (0.01, 0.1, 1, or 10 µM) or lomustine (50 µM) at normoxic conditions. For validation, we used a set of antibodies recognising several groups of the putatively interesting markers localizing to nuclei of cells. The nuclear localization of all markers was important as we used the previously developed automated detection algorithm that identifies location of cell nuclei from images using the DAPI staining and quantifies the signal of the antibody of interest in the same locations.

The first group of markers included proteins featuring different expression levels dependent on the cell cycle phase: phosho-serine 10 of histone H3 (pS10H3) that is enriched in nuclei at late G2 and on condensed chromosomes in mitosis^38^, Aurora A (AurA) that is enriched on condensed chromosomes in mitosis and in nuclei at late G2 and G1^39^, cyclin A2 (CCNA2) that locates to nuclei at S^40^, and centrosomal protein F (CENPF) that peaks in nuclei from S to early G2 phase^41^. The second group of markers included nucleolar proteins, as some of the RNA splicing-related DEGs downregulated by onametostat (e.g., *U2AF1* and *PRPF3*) are known to be involved in ribosomal biogenesis^42,43^, which is carried out in nucleoli. Furthermore, involvement of PRMT5 in small nuclear ribonucleoprotein biogenesis has been reported^44^. 

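PRPF3, a component of the U4/U6 small nuclear ribonucleoprotein (ENSG00000117360; chromosome 1 from 150321479 to 150353233), had 70.2 ± 1.03 CPM with DMSO and 170.5 ± 6.21 with onametostat in normoxia, a log2 fold change of 1.28 (standard error 0.0487, adjusted p = 4.08e-12) from edgeR's quasi-likelihood test, and of 1.26 (standard error 0.0530, adjusted p = 3.77e-11) in hypoxia. Of 55 nucleolar and ribosome biogenesis genes, 2 were higher and 1 lower with onametostat in normoxia, and 4 higher and 0 lower in hypoxia, the same counts adjusted over the list alone. NOP2, a ribosomal RNA methyltransferase, rose by 1.23 and 1.50, and RRP7A fell in normoxia with a log2 fold change of -1.08. Without library 1 of DMSO in normoxia or library 3 of onametostat in normoxia, 1 was higher in normoxia. Without the fold change threshold, 37 were higher and 7 lower in normoxia, and 41 higher and 4 lower in hypoxia. The list's median log2 fold change was 0.20 in normoxia (camera, adjusted p = 5.24e-05, and adjusted p = 0.100 with an estimated correlation) and 0.38 in hypoxia (camera, adjusted p = 1.77e-12, and adjusted p = 0.200 with an estimated correlation, which is 0.0377 without library 3 of onametostat in hypoxia). Of 27 genes of the PRMT5 complex and of the Sm and LSm proteins, 0 were DEGs in either condition, with 1 in hypoxia without library 1 of onametostat in hypoxia, and 16 were higher and 4 lower in normoxia without the fold change threshold (camera, adjusted p = 0.00489, and adjusted p = 0.0946 with an estimated correlation), and 18 higher and 1 lower in hypoxia (camera, adjusted p = 1.47e-05, and adjusted p = 0.200 with an estimated correlation). Without library 1 of onametostat in hypoxia, LSM1 was called in hypoxia with a log2 fold change of 2.11. It is among the genes in excess in library 3 of the same condition.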

For validation, we chose nucleolin (NCL), which is the major nucleolar protein and has been shown to form complex with PRMT5^45^, and nuclear mitotic apparatus protein (NuMA), which locates to nucleoli in interphase and mediates the nucleolar stress response^46^. Additionally, in U-251 MG and T-98G cells, we explored the changes in levels of monomethylated Arg3 of human histone H4 (H4R3me1), as the latter is a well-validated substrate of PRMT5^47^. The quantification results are presented in Fig. 7 (data for the cell cycle-related markers) and Supplementary Fig. S10 (data for the nucleolar markers and H4R3me1); the examples of microscopy images showing characteristic immunostaining in non-treated or onametostat-treated cells are shown in Supplementary Figs. S11–17.

**Figure 7:**
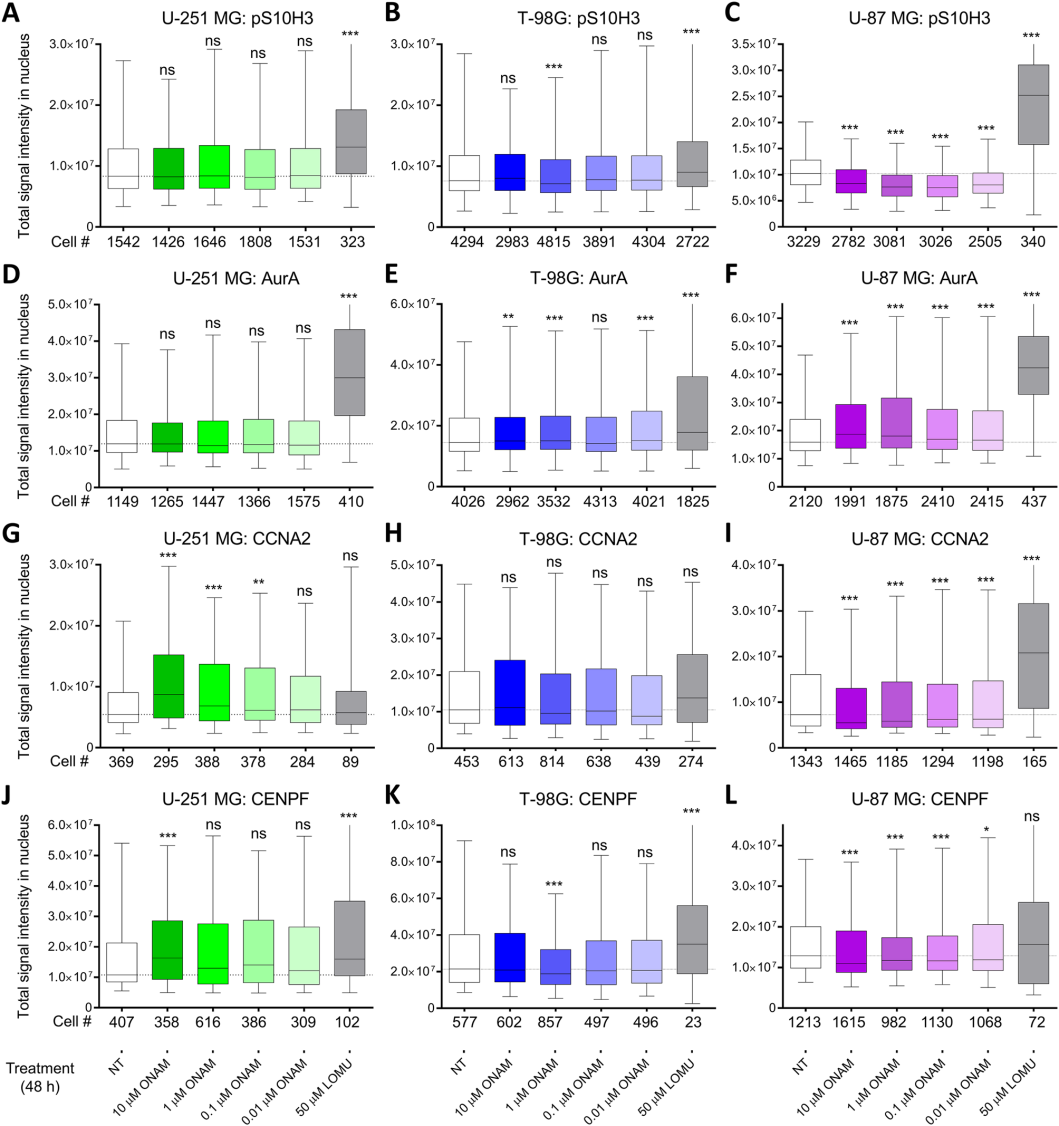
Effect of onametostat (ONAM) or lomustine (LOMU) on the abundance of cell cycle-related markers in nuclei of glioblastoma cell lines. Each box shows the range between the 2nd and 3rd quartile, while the whiskers shown the range between 5 and 95 percentile; thick solid line indicates median of each treatment and thin dotted line in the graph background indicates median of the non-treated cells. Cell lines: data for U-251 MG shown in (**A**,**D**,**G**,**J**); data for T-98G shown in (**B**,**E**,**H**,**K**); data for U-87 MG shown in (**C**,**F**,**I**,**L**). Quantified parameters: total intensity of pS10H3 staining in nucleus shown in (**A**–**C**) (N = 6 for each cell line); total intensity of AurA staining in nucleus shown in (**D**–**F**) (N = 3 for each cell line); total intensity of CCNA2 staining in nucleus shown in (**G**–**I**) (N = 3 for each cell line); total intensity of CENPF staining in nucleus shown in (**J**–**L**) (N = 3 for each cell line). The 48-h treatment conditions are listed at the bottom of the image and the total number of nuclei quantified in case of each condition is shown at the bottom of each panel. The paired comparisons show statistical significance of differences for the parameters measured following incubation of cells with onametostat or lomustine versus non-treated cells (Mann–Whitney U-test): *** indicates P ≤ 0.001, ** indicates P ≤ 0.01, * indicates P ≤ 0.05, ns indicates not significant.

Interestingly, while treatment with onametostat caused significant alterations of the total intensity of cell cycle marker immunostaining in all tested cell lines (P < 0.05), the levels of individual markers fluctuated in a cell line-specific manner. In U-251 MG cells, onametostat did not affect pS10H3 or AurA staining intensity at any concentration yet caused increase in CCNA2 levels at higher concentrations of the compound (P < 0.01) and increase in CENPF levels at the highest concentration of compound (P < 0.001). In T-98G cells, onametostat caused slight yet statistically significant decrease in pS10H3 and CENPF levels at 1 µM concentration of the compound (P < 0.001) and slight yet statistically significant increase in AurA levels at most of the tested concentrations (P < 0.01). In U-87 MG cells, all concentrations of onametostat significantly decreased levels of pS10H3 (P < 0.001), CCNA2 (P < 0.001) and CENPF (P < 0.05), while levels of AurA were significantly elevated (P < 0.001). The effect of lomustine was more uniform: consistently with the lomustine-induced G2/M arrest reported in literature^48^, pS10H3 and AurA levels were significantly elevated in all tested lines (P < 0.001). Additionally, lomustine treatment increased CCNA2 levels in U-87 MG cells (P < 0.001) and CENPF levels in U-251 MG as well as T-98G cells (P < 0.001).

By contrast, in case of nucleolar markers, a significant decrease of both NCL and NuMA staining was obtained across all tested cell lines upon treatment with all concentrations of onametostat (P < 0.01). In line with the DNA-damaging mechanism of lomustine action^49^ and the reported involvement of both NCL and NuMA in the DNA damage repair^46,50,51^, treatment with lomustine enhanced levels of NCL in all cell lines (P < 0.001) and levels of NuMA in T-98G and U-87 MG cells (P < 0.05).

Finally, decrease in H4R3me1 levels was confirmed in both tested cell lines. In U-251 MG cells, the reduction of methylation was significant at even 1 nM concentration of onametostat (P < 0.001), while in T98-G cells, the inhibitory effect could be quantified at 10 nM concentration of onametostat (P < 0.01) yet was pronounced at higher concentrations of compound (P < 0.001).

## Discussion

The current study served as a follow-up to the previously published effort where the viability profile of GB cell lines U-251 MG (weakly MGMT-positive) and T98-G (strongly MGMT-positive) was established following inhibition of various pathways putatively crucial for the survival of the cancer cells^12^. Here, we expanded the choice of inhibitors targeting the two types of hits identified previously: the cell cycle-regulating kinases and the epigenetic writers or erasers. To provide deeper insight into the variations in compound potency dependent on the tumour- or environment-dictated factors, we additionally included a third cell line and explored the effect of short-term hypoxia treatment (48 h).

The viability assay indicated relatively small effect of hypoxia on the potency of compounds in all tested cell lines, with the largest shift of dose–response curves observed for MS023 in U-251 MG cells, palbociclib in T98-G cells, and onametostat in T98-G cells (all potentiated by hypoxia; see Supplementary Figs. S3–S5). This is in line with the reports on the elevated expression of PRMT5^52,53^ and elevated activity of CDK4/6^54,55^ under hypoxic conditions.

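Without the fold change threshold, 2073 genes were higher and 2036 lower in hypoxia than in normoxia with DMSO, of which 88 and 34 changed by over 2-fold. BMF, a pro-apoptotic member of the BCL2 family, had 16.1 ± 1.61 CPM in normoxia and 36.6 ± 5.82 in hypoxia, a log2 fold change of 1.20 (standard error 0.0958, adjusted p = 3.04e-07) from edgeR's quasi-likelihood test. KIT, a receptor tyrosine kinase, had 40.0 ± 4.00 and 94.7 ± 10.5 CPM, a log2 fold change of 1.25 (standard error 0.0867, adjusted p = 7.27e-08). HS6ST3, a heparan sulphate sulphotransferase, rose by 1.18 (standard error 0.111, adjusted p = 1.56e-06).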

The moderate effect of hypoxic treatment was also observable in case of transcriptome studies in the DMSO-treated T98-G cells (Supplementary Fig. S9). In literature, a recent study in the same cell line reported a substantial number of DEGs following the 72-h hypoxia treatment of passage number 3 cells, with upregulation of the Warburg effect-related genes such as inositol-requiring enzyme 1 (*IRE1*) or lactate dehydrogenase A (*LDHA*)^56^. Neither *IRE1* nor *LDHA* were identified as DEGs in our study, which may be explained by the shorter treatment times and higher cell passage number in our experiments. 

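ERN1, the gene of IRE1 (ENSG00000178607; chromosome 17 from 64039080 to 64130819), had 10.4 ± 0.416 CPM in normoxia and 9.90 ± 0.682 in hypoxia with DMSO, a log2 fold change of -0.060 (standard error 0.0763, adjusted p = 0.604) from edgeR's quasi-likelihood test. LDHA (ENSG00000134333; chromosome 11 from 18394560 to 18408425) had 3449 ± 124 and 3914 ± 147 CPM, a log2 fold change of 0.18 (standard error 0.0412, adjusted p = 0.00324), which passes the adjusted p but not the fold change threshold. Of 36 target genes of HIF in glycolysis, angiogenesis and oxygen sensing, 0 were DEGs with DMSO, also when adjusted over the list alone, and the list's median log2 fold change was 0.040 (camera, adjusted p = 0.399, and adjusted p = 0.814 with an estimated correlation). Without the fold change threshold, 10 were higher, among them EGLN3 (0.53), NDRG1 (0.48) and SLC2A3 (0.38), and 4 were lower, among them VEGFA (-0.47) and CA12 (-0.62). With onametostat, 0 of the 36 were DEGs, also when adjusted over the list alone, 0 were higher and 13 lower without the fold change threshold, and the median was -0.15 (camera, adjusted p = 7.08e-05, and adjusted p = 0.542 with an estimated correlation).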

The longer culturing of cells was chosen due to our previous observation that in case of lower passages (below number 4), the proliferation rate of the cells changes remarkably (mirrored by the apparent drop in efficacy of the Aurora A inhibitors)^16^, and we thus chose later passages (number 8–9) for the transcriptomic study to minimize the putative effect of the proliferation rate change.

Still, several DEGs short-listed in our study (Supplementary Tables S3, S4) have been previously linked to hypoxia. Among the genes upregulated in hypoxia in both DMSO- and onametostat-treated cells, the atypical chemokine receptor 3 (*ACKR3*) has been explored in the context of cardiovascular diseases and inflammation^57^, the nerve growth factor (*NGF*) in the context of angiogenesis in non-small cell lung cancer^58^, and the 4-hydroxyphenylpyruvate dioxygenase (*HPD*) in the context of metabolic reprogramming in lung cancer^59^. 

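HPD, the 4-hydroxyphenylpyruvate dioxygenase (ENSG00000158104; chromosome 12 from 121839527 to 121863596), had 1.16 ± 0.121 CPM in normoxia and 0.552 ± 0.0885 in hypoxia with DMSO, a log2 fold change of -1.06 (standard error 0.279, adjusted p = 0.00910) from edgeR's quasi-likelihood test, and lost its call with -1.00 without library 1 of DMSO in normoxia and -0.92 without library 3 of DMSO in hypoxia. With onametostat it had 0.868 ± 0.409 and 0.173 ± 0.196 CPM and a log2 fold change of -1.47 (standard error 0.505, adjusted p = 0.0627), which was not called, and was called with -1.74 without library 3 of onametostat in normoxia.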

In case of the hypoxia-upregulated DEGs found only in the DMSO-treated cells, the heme oxygenase-1 (*HMOX1*) and isthmin1 (*ISM1*) have been reported as the direct downstream targets of the hypoxia-inducible transcription factor (HIF)^60,61^, whereas indirect regulation mechanism by HIF has been proposed for the C-X-C motif chemokine ligand 3 (*CXCL3*)^62^. 

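HMOX1, which degrades heme (ENSG00000100292; chromosome 22 from 35380361 to 35394214), had 135 ± 5.69 CPM in normoxia and 65.5 ± 6.97 in hypoxia with DMSO, a log2 fold change of -1.05 (standard error 0.0562, adjusted p = 7.73e-09) from edgeR's quasi-likelihood test. Without library 3 of DMSO in hypoxia it was -0.99 and under the fold change threshold. ISM1, a secreted angiogenesis regulator, had 2.12 ± 0.212 and 0.902 ± 0.0265 CPM and a log2 fold change of -1.20 (standard error 0.185, adjusted p = 1.55e-04). CXCL3, a chemokine, had 1.89 ± 0.399 and 0.697 ± 0.236 CPM and a log2 fold change of -1.51 (standard error 0.249, adjusted p = 2.84e-04). Of 33 NRF2 and antioxidant genes, HMOX1 was the only DEG in hypoxia with DMSO, also when adjusted over the list alone, and 4 were higher and 16 lower without the fold change threshold (camera, adjusted p = 0.00224, and adjusted p = 0.177 with an estimated correlation).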

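CLDN1, a tight junction protein (ENSG00000163347; chromosome 3 from 190305707 to 190322446), had 0.149 ± 0.0654 CPM in normoxia and 0.552 ± 0.0891 in hypoxia with DMSO (adjusted p = 0.00475 from edgeR's quasi-likelihood test). VIT, the matrix protein vitrin, had 1.48 ± 0.167 and 2.91 ± 0.782 CPM with DMSO, with log2 fold changes of 1.05 (standard error 0.197, adjusted p = 8.50e-04) with DMSO and 1.14 with onametostat, and its call with DMSO was lost with 0.96 without library 2 of DMSO in normoxia and 0.87 without library 3 of DMSO in hypoxia. ITGB8, an integrin that activates TGF-β, had a log2 fold change of 1.06 (standard error 0.129, adjusted p = 1.82e-05) with DMSO, and without library 1 of DMSO in normoxia of 0.98. TERT, placed with positive regulation of cell migration in Supplementary Table S4, had 2.00 ± 0.286 CPM in normoxia and a log2 fold change of -1.13 (standard error 0.173, adjusted p = 1.48e-04) in hypoxia with DMSO. DHRS2, a short-chain dehydrogenase listed there with negative regulation of cell population proliferation, had 1.27 ± 0.222 and 0.503 ± 0.196 CPM and a log2 fold change of -1.36 (standard error 0.299, adjusted p = 0.00262).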

From the hypoxia-induced pathways identified by the Metascape algorithm (Fig. 6 and Supplementary Table S4), upregulation of the cytokine stimulation and increase of cell migratory properties as well as remodelling of the extracellular matrix can be directly linked to inflammation and metastasis formation in cancer^63,64^. 

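Of 36 genes of the TGF-β response and of BMP antagonists, 7 were higher and 0 lower in hypoxia with DMSO, the same counts adjusted over the list alone (camera, adjusted p = 0.00812, and adjusted p = 0.0506 with an estimated correlation). BAMBI, a decoy receptor of TGF-β (ENSG00000095739; chromosome 10 from 28677510 to 28682932), had 102 ± 7.23 CPM in normoxia and 225 ± 23.9 in hypoxia, a log2 fold change of 1.14 (standard error 0.0728, adjusted p = 3.56e-08) from edgeR's quasi-likelihood test. HPGD, which degrades prostaglandins, had 0.747 ± 0.0698 and 1.97 ± 0.254 CPM (adjusted p = 6.89e-05). The BMP antagonist NOG rose by 1.02 (standard error 0.182, adjusted p = 5.65e-04), and its call was lost with 0.94 without library 2 of DMSO in normoxia, 0.95 without library 1 of DMSO in hypoxia and 0.85 without library 3 of DMSO in hypoxia. FNDC4 (1.02) lost its call with 0.88 without library 2 of DMSO in normoxia, 0.98 without library 1 of DMSO in hypoxia and 0.95 without library 3 of DMSO in hypoxia. CLEC3B (1.14) lost its call with 0.94 without library 3 of DMSO in normoxia and 0.95 without library 2 of DMSO in hypoxia. With onametostat, 3 of the 36 genes were higher and 0 lower, the same counts adjusted over the list alone (camera, adjusted p = 0.824, and adjusted p = 0.858 with an estimated correlation). Of these, 1 was higher without library 1 of onametostat in normoxia and 0 without library 3 of onametostat in normoxia or library 1 of onametostat in hypoxia, and 2 were higher and 1 lower without library 2 of onametostat in hypoxia. Of the 7 genes that Supplementary Table S4 places in this response, 6 were higher with DMSO, which is not independent evidence since the study chose them on these libraries (camera, adjusted p = 1.23e-12, and adjusted p = 0.00707 with an estimated correlation). BAMBI, HPGD, FNDC4 and CLEC3B are among these 7, and NOG stands in another entry of that table. The count and test of the 36 genes are therefore not independent evidence either.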

Somewhat surprisingly, Metascape also identified the cluster corresponding to the response to transforming growth factor β (TGF-β) among the pathways downregulated under hypoxic conditions in our study. In general, HIF is known to activate the TGF-β signalling^65^—thus, our current finding might point to reorganization rather than suppression of the pathway under hypoxic conditions.

Among the tested compounds that affected the cell viability at two-digit nanomolar or lower concentration in both normoxia and hypoxia across the cell lines (Table 1), we chose PRMT5 inhibitor onametostat as the compound of interest for the further studies. According to literature, inhibition of PRMT5 has been termed an efficient strategy in cancers featuring deletion of the methylthioadenosine phosphorylase gene (*MTAP*), as such cancers rely on PRMT5 for survival^66^. Importantly, in GB, *MTAP* is one of the most frequently deleted genes^67^—although it has been shown that the success of PRMT5 inhibition in the context of GB is also dependent on other factors^68^. Still, PRMT5 inhibitors are increasingly studied in the context of both GB cell lines and primary cells^68,69^, and some reports also indicate inverse correlation between the PRMT5 expression levels and survival of patients with glioma or GB diagnosis^70,71^.

While we are not aware of previous reports on the effect of onametostat on the GB cell line transcriptome, the list of DEGs in onametostat- *vs* DMSO-treated cells revealed several players previously reported as characteristic of PRMT5 inhibition (Supplementary Tables S3, S4). For instance, PRMT5 is known to regulate DNA repair and mRNA splicing^72^, both of which were short-listed as downregulated pathways in our data by the Metascape algorithm. 

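Of 36 genes of homologous recombination and Fanconi anaemia repair, 2 were lower and 0 higher with onametostat in each oxygenation condition, the same counts adjusted over the list alone. These were FANCL, a ubiquitin ligase of the Fanconi pathway, with log2 fold changes of -1.09 (standard error 0.0652, adjusted p = 5.50e-10) and -1.13 (standard error 0.0824, adjusted p = 9.24e-09) from edgeR's quasi-likelihood test, and FAAP100, with -1.44 (standard error 0.0747, adjusted p = 1.25e-10) and -1.21 (standard error 0.0906, adjusted p = 1.18e-08). Without the fold change threshold, 20 were lower and 4 higher in normoxia (camera, adjusted p = 0.00138, and adjusted p = 0.0764 with an estimated correlation, which is 0.0414 without library 3 of onametostat in hypoxia), and 11 were lower and 9 higher in hypoxia (camera, adjusted p = 0.213, and adjusted p = 0.240 with an estimated correlation). Of 36 base, nucleotide and mismatch excision repair genes, NEIL1 was higher (1.000) and OGG1 lower (-1.01) in normoxia (camera, adjusted p = 0.00897, and adjusted p = 0.0946 with an estimated correlation, which is 0.0414 without library 3 of onametostat in hypoxia), and NEIL1 was higher (1.32) and XPC lower (-1.13) in hypoxia (camera, adjusted p = 0.0546, and adjusted p = 0.200 with an estimated correlation, where the former is 0.0487 without library 1 and 0.0327 without library 2 of onametostat in hypoxia), the same counts adjusted over the list alone. In normoxia, the call of NEIL1 was lost without library 1 or 3 of DMSO in normoxia, library 2 of DMSO in hypoxia, library 1 or 3 of onametostat in normoxia or library 2 of onametostat in hypoxia, and that of OGG1 without library 3 of DMSO in normoxia, library 1 or 3 of DMSO in hypoxia, library 1 of onametostat in normoxia or library 3 of onametostat in hypoxia.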

Among the DEGs belonging to the mRNA splicing pathway, polypyrimidine tract-binding protein 2 (*PTBP2*) and U2 small nuclear RNA auxiliary factor 1 (*U2AF1*) have been previously shown to promote proliferation in glioma^73,74^. The altered expression of several other genes following the treatment of T98-G cells with onametostat in both normoxic and hypoxic conditions also indicated interference of the compound with the cancer survival strategies. 

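PLEKHS1 (ENSG00000148735; chromosome 10 from 113751262 to 113783429) had 2.15 ± 0.335 CPM with DMSO and 5.84 ± 0.243 with onametostat in normoxia, and 1.17 ± 0.270 and 6.90 ± 3.35 in hypoxia. Its log2 fold changes were 1.48 (standard error 0.146, adjusted p = 2.10e-07) and 2.05 (standard error 0.195, adjusted p = 1.85e-07) from edgeR's quasi-likelihood test. Of 27 measured inflammatory genes of IL-17 and NF-κB signalling, 6 were higher and 0 lower with onametostat in normoxia, and 10 higher and 0 lower in hypoxia, the same counts adjusted over the list alone. They include the adhesion molecule ICAM1 (2.78 and 1.84) and the cytokine IL1B (1.67 and 1.34), of which IL1B in hypoxia had 1.11 and was not called without library 2 of onametostat in hypoxia. In normoxia, 5 were higher without any one library of DMSO in normoxia and 7 without library 3 of onametostat in normoxia. In hypoxia, 9 were higher without library 1 of DMSO in hypoxia or library 1 or 3 of onametostat in hypoxia. Without library 2 or 3 of DMSO in hypoxia, 8 and 11 were higher in hypoxia. MMP3, a metalloproteinase, had 9.16 ± 1.89 CPM with DMSO and 20.8 ± 6.96 with onametostat in hypoxia. The list's median log2 fold change was 0.57 in normoxia (camera, adjusted p = 0.00236, and adjusted p = 0.0255 with an estimated correlation) and 0.54 in hypoxia (camera, adjusted p = 8.44e-04, and adjusted p = 0.0647 with an estimated correlation). Of the 6 genes that Supplementary Table S4 lists for this pathway, 3 and 4 were higher, which is not independent evidence since the study chose them on these libraries, and MAPK11 and TRAF4 among them are in excess in library 3 of onametostat in hypoxia. IL1B is among these 6 and among the 27, so the counts and tests of the 27 genes are not independent evidence either.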

Among the downregulated DEGs, the pleckstrin homology domain containing S1 (*PLEKHS1*) and the cluster representing the IL-17-regulated genes are of interest as these can be linked to the PI3K/Akt pathway^75,76^, which is frequently mutated in various solid cancers, including GB^77^. Additionally, the semaphorins 5A and 6A (*SEMA5A*, *SEMA6A*) which we identified among the upregulated DEGs have been shown to act as the potential suppressors of cancer migration^78,79^.

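SEMA5A (ENSG00000112902; chromosome 5 from 9035033 to 9546075) had 33.1 ± 0.419 CPM with DMSO and 15.3 ± 1.65 with onametostat in normoxia, and 52.2 ± 4.68 and 25.3 ± 1.34 in hypoxia. Its log2 fold changes were -1.10 (standard error 0.0787, adjusted p = 4.42e-09) and -1.01 (standard error 0.0891, adjusted p = 8.33e-08) from edgeR's quasi-likelihood test, and the latter call was lost with -0.92 without library 3 of DMSO in hypoxia and -0.97 without library 2 of onametostat in hypoxia. SEMA6A (ENSG00000092421; chromosome 5 from 116443555 to 116574823) had -1.20 (standard error 0.184, adjusted p = 2.90e-05) in normoxia and -1.53 (standard error 0.203, adjusted p = 7.84e-06) in hypoxia, with 0 counts in library 3 of onametostat in hypoxia. Of 15 measured semaphorin genes, 3 were lower and 0 higher in normoxia, and 4 lower and 0 higher in hypoxia, the same counts adjusted over the list alone, with SEMA6C in both and SEMA6D in hypoxia. Supplementary Table S4 lists SEMA5A, SEMA6A, SEMA6C and SEMA6D from these libraries, so these counts are not independent evidence. The call of SEMA6C in hypoxia (-1.10) was lost with -0.90 without library 2 of onametostat in hypoxia, where 2 of the 15 were lower. As a group the semaphorins did not pass the test (camera, adjusted p = 0.840, and adjusted p = 0.935 with an estimated correlation in normoxia, and camera, adjusted p = 0.345, and adjusted p = 0.443 with an estimated correlation in hypoxia).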

The elevation of the cell cycle arrest markers observed in transcriptomic study with T-98G cells was in line with the biphasic dose–response curves of onametostat observed in viability assay for all cell lines (Supplementary Figs. S3C, S4C, S5C), as the low-dose effect is frequently indicative of cytostatic rather than cytotoxic effects^16^. Based on the IF data regarding changes in nuclear levels of cell cycle-related markers (Fig. 7), it is likely that onametostat synchronized T-98 G and U-87 MG cells in the G1 phase and U-251 MG in the S phase of cell cycle, although further validation of these trends by flow cytometry or other relevant methodologies is required. The absence of apoptotic effect of onametostat in all cell lines under normoxic conditions (Supplementary Fig. S8) also indirectly confirmed the cytostatic properties of the compound—although further studies should explore whether onametostat induces autophagy in GB, as autophagy has been shown to dictate sensitivity towards PRMT5 inhibition in other cancer types^53,80^.

Finally, several of the onametostat-upregulated DEGs highlighted the survival strategies of GB and cancer in general, as the post-treatment transcriptome inevitably included the gene pool from the surviving population of the T98-G cells. Such DEGs, found upregulated in both normoxic and hypoxic conditions, include hexose-6-phosphate dehydrogenase (*H6PD*) that contributes to metabolic reprogramming in glioma stem cells^81^, protein tyrosine kinase 2β (*PTK2B*) that enhances glioma cell migration^82^, and catalase (*CAT*) that regulates chemo- and radioresistance in glioblastoma^83^. 

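PTK2B, a focal adhesion kinase paralog (ENSG00000120899; chromosome 8 from 27311482 to 27459391), had 3.36 ± 0.302 CPM with DMSO and 0.621 ± 0.203 with onametostat in normoxia, a log2 fold change of -2.36 (standard error 0.189, adjusted p = 1.83e-08) from edgeR's quasi-likelihood test, and of -2.50 (standard error 0.270, adjusted p = 8.02e-07) in hypoxia. CAT, which encodes catalase (ENSG00000121691; chromosome 11 from 34438934 to 34472060), had 42.3 ± 1.65 and 12.9 ± 0.431 CPM in normoxia and 42.3 ± 2.59 and 12.0 ± 3.61 in hypoxia, with log2 fold changes of -1.71 (standard error 0.0732, adjusted p = 1.37e-11) and -1.59 (standard error 0.0897, adjusted p = 6.33e-10). For both genes, every onametostat library lay below every DMSO library of the same oxygenation condition, which chance gives in up to 10% of splits. For PTK2B, library 3 of onametostat in hypoxia does not resolve this. A count of 0 there allows up to 7.44 CPM by library totals, above the level of PTK2B with DMSO in normoxia. The control of that library is DMSO in hypoxia, for which the level of PTK2B is not given here.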

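STMN2, the gene of stathmin 2, is not among the 14698 genes of the deposited table, which holds the genes that passed the filter on low counts, so it has no value in these libraries.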

Our short-list of DEGs did not contain the microtubule regulator stathmin 2 that was reported as the PRMT5 inhibitor resistance-promoting player in a different cancer context (lung adenocarcinoma)^84^. However, we found that another microtubule-related molecular target was upregulated by onametostat under hypoxic conditions (microtubule-associated serine/threonine kinase 1, *MAST1*), which has also previously been linked to the putative resistance mechanisms in cancer^85^.

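MAST1 (ENSG00000105613; chromosome 19 from 12833951 to 12874952) had 1.35 ± 0.150 CPM with DMSO and 0.487 ± 0.466 with onametostat in hypoxia, a log2 fold change of -1.10 (standard error 0.342, adjusted p = 0.0126) from edgeR's quasi-likelihood test. Library 3 of onametostat in hypoxia held 0 counts of it. Without library 1 of onametostat in hypoxia the log2 fold change was -0.62, and without library 3 of DMSO in hypoxia -0.98, and the gene was not called in either case. In normoxia it had 1.20 ± 0.0960 CPM with DMSO and 0.996 ± 0.306 with onametostat, a log2 fold change of -0.20 (standard error 0.233, adjusted p = 0.496).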

The given study was limited to the in vitro settings, and our major findings—whether related to sensitivity or resistance mechanisms—should thus be confirmed in clinically more relevant models. Other limitations include absence of mRNA sequencing data for all cell lines used in the study and lack of validation of the observed trends by RT-qPCR or Western blot. We have also not addressed the blood–brain barrier (BBB)-penetrative properties of the tested compounds. However, it has been shown that the integrity of BBB is disrupted following radiotherapy^86,87^, which can be utilized for development of combined treatment schemes. As onametostat induces cell cycle arrest at the G1 phase, which represents the less sensitive cell cycle phase to radiotherapy^88,89^, it is not advisable to apply it prior to radiation, but rather following the latter. Furthermore, despite the emergence of DEGs indicating resistance to onametostat in our transcriptome study, it is worth to investigate effect of mixtures of onametostat with lomustine for achieving improved effect on proliferation of GB cells at low doses of the PRMT5 inhibitor. Overall, we confirmed that inhibition of PRMT5 is a promising strategy that should be explored more intensely in the context of treatment of recurrent glioblastoma.

### Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Figure S6.

Supplementary Figure S7.

Supplementary Figure S8.

Supplementary Figure S9.

Supplementary Figure S10.

Supplementary Figure S11.

Supplementary Figure S12.

Supplementary Figure S13.

Supplementary Figure S14.

Supplementary Figure S15.

Supplementary Figure S16.

Supplementary Figure S17.

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

## Data Availability

The mRNA sequencing raw data are available in Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/ and can be accessed with GEO accession number: GSE235648. The Aparecium software and Ilastik model are available at https://gpcr.ut.ee/aparecium.html. Other datasets generated and analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

Figure S1. Dynamic range of the resazurin-based viability assay in U-87 MG cells following incubation in normoxia or hypoxia

The number of seeded cells is shown on the x-axis. The cells were left to attach for 24 h in normoxia and then were incubated for further 48 h in normoxia (A, B) or in hypoxia (C, D). Graphs A and C feature fluorometric assay format and graphs B and D colorimetric assay format. Data from a single representative experiment is shown; the error bars correspond to the standard deviation of sextuplicates.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 2 — Supplementary Figure S2.

Figure S2. Additional radar plots enabling comparison of viability pIC_50_ values obtained in normoxia vs hypoxia

Panel A shows viability profile of different cell lines (legend shown on the right) in normoxia and panel B in hypoxia. The names of compounds are listed along the radar perimeter. The data was obtained by pooling all independent experiments (N ≥ 3). For clarity, no error bars are depicted and only one pIC_50_ value is shown per compound (in case of compounds featuring the biphasic dose-response fit, only the largest pIC_50_ value was chosen). The numbering of y-axis is shown in light grey.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 3 — Supplementary Figure S3.

Figure S3. Dose-response curves measured for the compounds of interest in viability assay with T98-G

Different panels feature different compounds; the colour code corresponding to the treatment conditions (normoxia or hypoxia) is shown on the right. The left-most point of each dose-response curve corresponds to the negative control (PBS-only treatment) and the right-most point in all panels except A corresponds to the positive control (a well with resazurin but no seeded cells). Pooled normalized data from several independent experiments is shown (N ≥ 3); the error bars indicate the standard deviation. Data points in panels A, B, D-H, J and L were fitted to the logarithmic dose-response function (three parameters), and data points in panels C, I and K to the biphasic equation with the Hill slope values fixed at -1.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 4 — Supplementary Figure S4.

Figure S4. Dose-response curves measured for the compounds of interest in viability assay with U-251 MG

Different panels feature different compounds; the colour code corresponding to the treatment conditions (normoxia or hypoxia) is shown on the right. The left-most point of each dose-response curve corresponds to the negative control (PBS-only treatment) and the right-most point in all panels except A corresponds to the positive control (a well with resazurin but no seeded cells). Pooled normalized data from several independent experiments is shown (N ≥ 3); the error bars indicate the standard deviation. Data points in panels A, B, D, E, G, H, J and L were fitted to the logarithmic dose-response function (three parameters), and data points in panels C, F, I and K to the biphasic equation with the Hill slope values fixed at -1.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 5 — Supplementary Figure S5.

Figure S5. Dose-response curves measured for the compounds of interest in viability assay with U-87 MG

Different panels feature different compounds; the colour code corresponding to the treatment conditions (normoxia or hypoxia) is shown on the right. The left-most point of each dose-response curve corresponds to the negative control (PBS-only treatment) and the right-most point in all panels corresponds to the positive control (a well with resazurin but no seeded cells). Pooled normalized data from several independent experiments is shown (N ≥ 3); the error bars indicate the standard deviation. Data points in panels A, B, D, E, G, H, and J-L were fitted to the logarithmic dose-response function (three parameters), and data points in panels C, F, and I to the biphasic equation with the Hill slope values fixed at -1.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 6 — Supplementary Figure S6.

Figure S6. Additional parameters obtained from the dose-response curves in viability assay

Different panels feature different compounds; the colour code corresponding to the treatment conditions (normoxia or hypoxia) is shown on the right and on the x-axis. Panel A summarizes the bottom plateau values obtained for azacytidine dose-response curves; panels B-E summarize the data on the values of the low-dose fractions in case of compounds featuring biphasic shape of the dose-response curves. Mean values and standard deviations are depicted (N ≥ 3). The pairwise comparisons show statistical significance of differences for the parameters measured following incubation of cells in normoxia vs hypoxia (unpaired two-tailed t-test with Welch's correction): *** indicates P ≤ 0.001, ** indicates P ≤ 0.01, * indicates P ≤ 0.05, ns indicates not significant.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 7 — Supplementary Figure S7.

Figure S7. Propidium iodide staining in glioblastoma cell line spheroids formed in the presence of onametostat or control compounds

Effect of onametostat (ON) or lomustine (LO) on the spheroid formation in U-251 MG (A) or U-87 MG (B) cells. Panels A and B show examples of spheroid morphology following the 96-h treatment with indicated compounds in a single representative experiment; scale bar: 200 μm. For better visualization, the brightness of all microscopy images was enhanced by 40% and the contrast was reduced by 20%; the quantification of PI signal shown in the main text was done using unmodified images.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 8 — Supplementary Figure S8.

Figure S8. Apoptosis assay under normoxic conditions in glioblastoma cell lines transfected with caspase-3 biosensor

Each panel shows average ΔFRET ± SEM value (triplicates) from a single representative experiment. Cell lines: (A) U-251, (B) T-98G, (C) U-87 MG. The treatment conditions are listed at the right of each panel. Abbreviations: LOMU, lomustine; NT, not treated; ONAM, onametostat. The paired comparisons show statistical significance of ΔFRET difference for the lomustine-treated *versus* non-treated cells at 30 h after the compounds were added and imaging was started (Mann-Whitney U-test): * indicates P ≤ 0.05.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 9 — Supplementary Figure S9.

Figure S9. The t-SNE plot showing differentiation between the treatments in transcriptomics (N = 3)

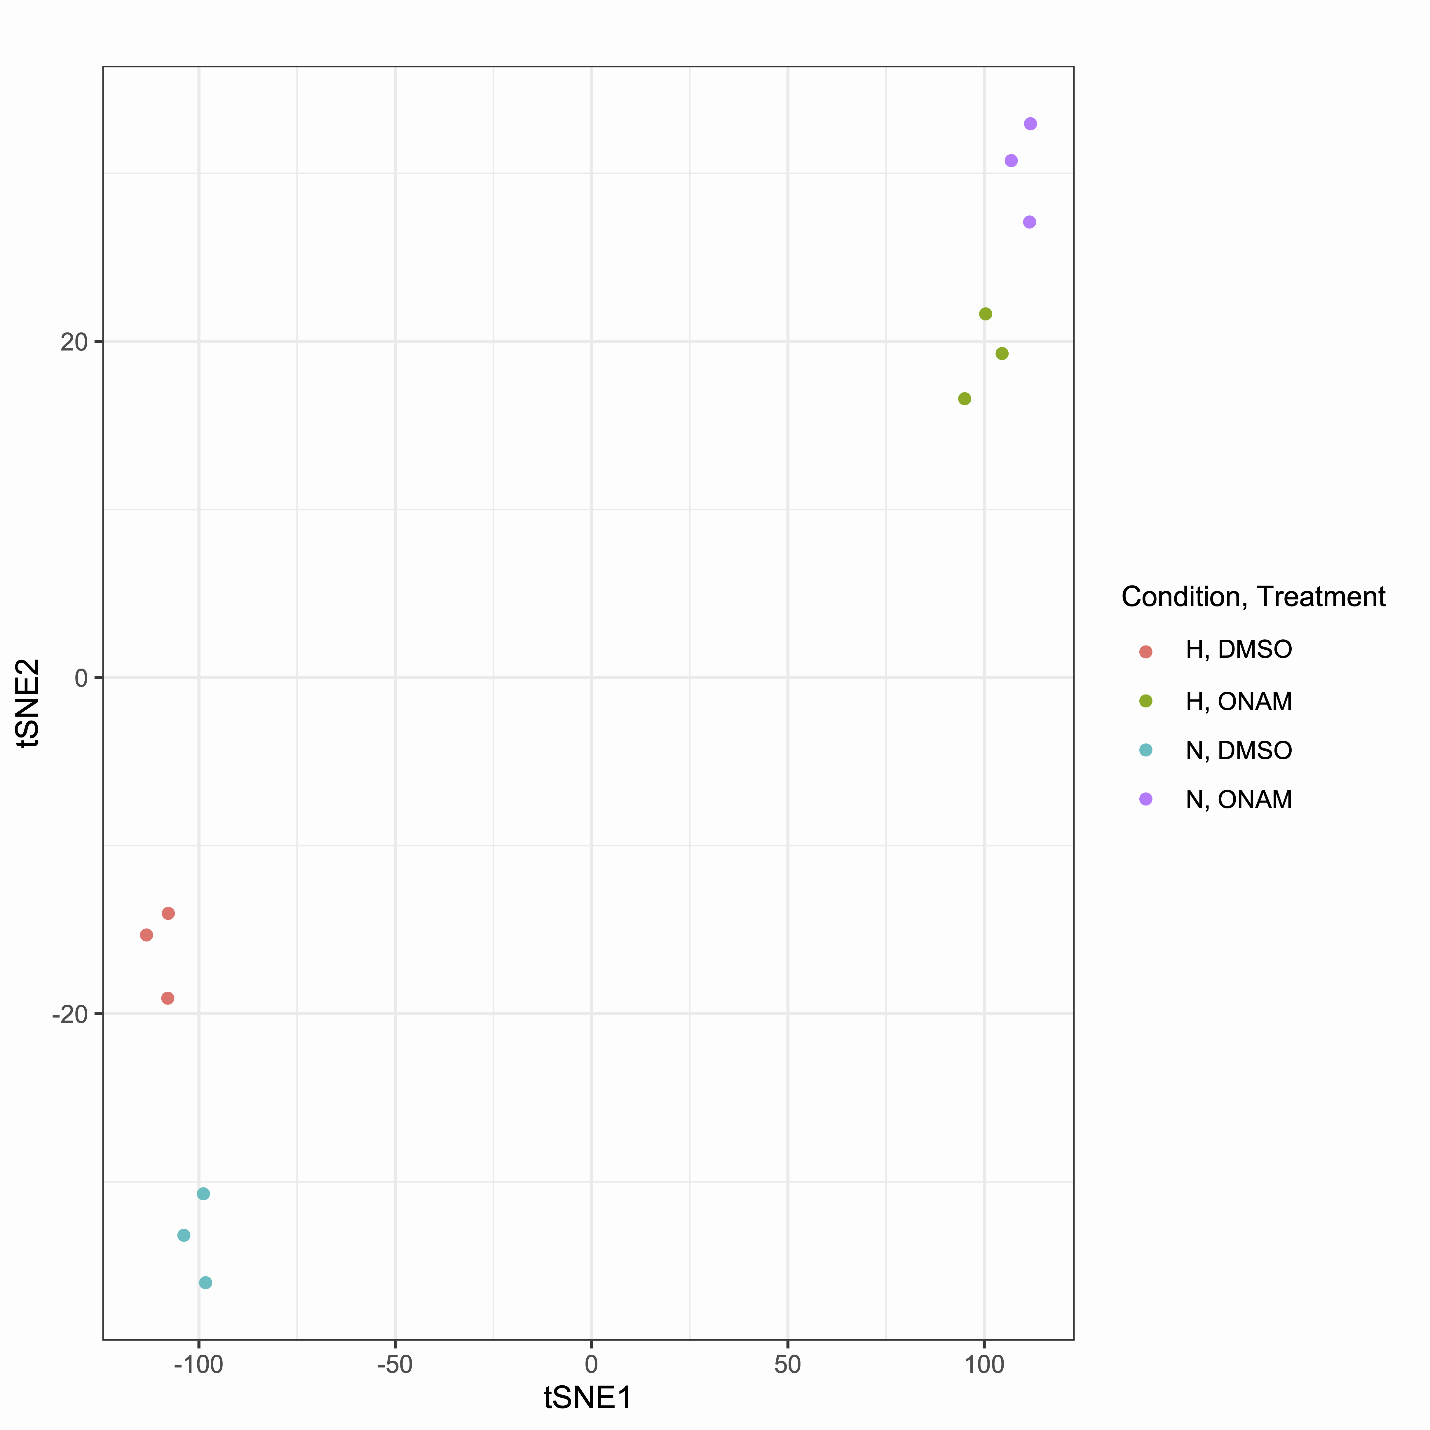

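A t-SNE plot places libraries with similar expression near each other, and the distances between separate groups in it carry no scale. The genes that entered it are those left after the filter on low counts, which in the deposited table are 14698 genes. Of these, 11771 had an average log2 CPM of at least 1. Library 3 of onametostat in hypoxia had a median of 7 counts per gene, and library 1 of the same condition 416.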

The plot is based on the entire transcriptome data after filtering out genes with low counts. The colour codes for different oxygenation conditions and treatments are shown on the right. Abbreviations: H, hypoxia; N, normoxia; ONAM, onametostat.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 10 — Supplementary Figure S10.

Figure S10. Effect of onametostat (ONAM) or lomustine (LOMU) on the levels of nucleolar markers or monomethylated histone H4 in glioblastoma cell lines

Each box shows the range between the 2^nd^ and 3^rd^ quartile, while the whiskers shown the range between 5 and 95 percentile; thick solid line indicates median of each treatment and thin dotted line in the graph background indicates median of the non-treated cells. Cell lines: data for U-251 MG shown in panels A, D, G; data for T-98G shown in panels B, E, H; data for U-87 MG shown in panels C, F. Quantified parameters: total intensity of nucleolin (NCL) staining in nucleus shown in panels A-C (N = 3 for each cell line); total intensity of nuclear mitotic apparatus protein (NuMA) staining in nucleus shown in panels D-F (N = 6 for each cell line); total intensity of monomethylated arginine-3 of histone H4 (H4R3me1) staining in nucleus shown in panels G-H (N = 4 for each cell line). The 48-h treatment conditions are listed at the bottom of the image and the total number of nuclei quantified in case of each condition is shown at the bottom of each panel. The paired comparisons show statistical significance of differences for the parameters measured following incubation of cells with onametostat or lomustine *versus* non-treated cells (Mann-Whitney U-test): *** indicates P ≤ 0.001, ** indicates P ≤ 0.01, * indicates P ≤ 0.05, ns indicates not significant.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 11 — Supplementary Figure S11.

Figure S11. Example microscopy images showing the immunostaining of phosphorylated serine-10 of histone H3 (pS3H10) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm. For better visualization, the brightness in pS10H3 channel was enhanced by 40% and the contrast was reduced by 40% (the quantification reported in the main text was performed with unmodified data).

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 12 — Supplementary Figure S12.

Figure S12. Example microscopy images showing the immunostaining of Aurora A (AurA) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm. For better visualization, the brightness in AurA channel was enhanced by 20% (the quantification reported in the main text was performed with unmodified data).

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 13 — Supplementary Figure S13.

Figure S13. Example microscopy images showing the immunostaining of cyclin A2 (CCNA2) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm. For better visualization, the brightness in CCNA2 channel was enhanced by 40% and the contrast was reduced by 40% (the quantification reported in the main text was performed with unmodified data).

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 14 — Supplementary Figure S14.

Figure S14. Example microscopy images showing the immunostaining of centromere protein F (CENPF) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 15 — Supplementary Figure S15.

Figure S15. Example microscopy images showing the immunostaining of nucleolin (NCL) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm. For better visualization, the brightness in NCL channel was enhanced by 20% (the quantification reported in the main text was performed with unmodified data).

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 16 — Supplementary Figure S16.

Figure S16. Example microscopy images showing the immunostaining of nuclear mitotic apparatus protein (NuMA) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm. For better visualization, the brightness in NuMA channel was enhanced by 40% (the quantification reported in the main text was performed with unmodified data).

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 17 — Supplementary Figure S17.

Figure S17. Example microscopy images showing the immunostaining of monomethylated arginine-3 of histone H4 (H4R3me1) and nuclear staining (DAPI) in glioblastoma cell lines

Representative data from a single experiment. The cell lines are listed on the left, the imaging channels at the top left, and treatment conditions at the top right of the upper row images (NT = not treated; ONAM = onametostat). The images were taken with the 20× objective; scale bar (top left): 50 μm.

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 18 — Supplementary Information.

**Supplementary methods**

***Dynamic range optimization of resazurin assay with U-87 MG cells***

Two-fold dilution series of cell suspension in the growth medium (containing FBS) were carried out directly on the 96-well flat-bottom plates. The cells were first grown for 24 h in the CO_2_ incubator at 37 °C under normoxic conditions and subsequently for further 48 h in the CO_2_ incubator (37 °C) under normoxic or hypoxic conditions. The total volume of liquid per well was 200 μL. Afterwards, the growth medium was removed, the cells were rinsed with PBS, and solution of 50 μM resazurin in PBS (supplemented with Ca^2+^ and Mg^2+^) was added. The plate was immediately transferred to the microplate reader (Biotek NEO or Cytation 5) and readings were taken at 37 °C in the kinetic mode (every 15 min for 90-105 min) using the following parameters: (A) fluorescence intensity: excitation 540 nm, emission 590 nm, mono-chromator, top optics, gain 50, slit width 15 nm in case of NEO and 20 nm in case of Cytation 5; (B) absorbance at 570 nm and 600 nm, monochromator; read height 8.5 mm. A total of 3 independent experiments were performed.

***Apoptosis assay***

U-251 MG, T-98G or U-87 MG cells (passage number below 10) were seeded in growth medium onto the 96-well microscopy plate with the density of 2000-8000 cells per well. The cells were left to attach for 24 h at 37 °C in normoxic conditions (95% room air, 5% CO_2_). Next, the cells were transfected with the caspase-3 biosensor in Opti-MEM™ I Reduced-Serum Medium (Gibco / Thermo Fisher Scientific; Waltham, Massachusetts, USA) supplemented with 1% FBS and 1 mM sodium butyrate (Sigma-Aldrich; St. Louis, Missouri, USA). After incubation of cells for 24-48 h at 37 °C in normoxic conditions, dilution series of biologically active compounds in Opti-MEM™ were added. The following final total concentrations were chosen: onametostat – 10-fold dilution starting from 20 μM, lomustine – 50 μM; the final volume per well was 200 μL. Within 10 minutes after addition of compounds, imaging of cells with started (4× air objective) using the previously described settings^1^.

During the imaging, the cells were maintained at 37 °C in normoxic conditions. The cells were imaged every 30 min for a total 30 h; at each time point, four images per well were captured in both channels. For excitation, 465 nm LED cube was used; the donor (Tag-GFP) emission was measured with 525 nm channel and the acceptor (Tag-RFP) emission with 593 nm channel. Autofocus was performed in the donor channel.

After the imaging, the change in FRET efficiency was calculated as follows:

$$\Delta FRET=\frac{\frac{I_{t=0}^{RFP}}{I_{t=0}^{GFP}}-\frac{I^{RFP}}{I^{GFP}}}{\frac{I_{t=0}^{RFP}}{I_{t=0}^{GFP}}}$$

in which *I^RFP^* and *I^GFP^* refer respectively to the mean intracellular pixel intensities of fluorescence emission for Tag-RFP and Tag-GFP proteins directly after addition (*t* = 0) and at each subsequent time-point. Additionally, for each treated well, the signal of non-treated cells at each time-point was subtracted, to correct for the shift of the baseline due to bleaching of Opti-MEM components. A total of 3 independent experiments were carried out in triplicates for each cell line and each treatment.

References:

1. Rahnel, H. *et al.* A Selective Biligand Inhibitor of CK2 Increases Caspase-3 Activity in Cancer Cells and Inhibits Platelet Aggregation. *ChemMedChem* **12**, 1723–1736 (2017).

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 19 — Supplementary Table S1.

Table S1. Information on the targeted compounds applied in the study, their biological targets and clinical use

| Compound | Target protein | Cellular processes affected | Status in clinics^a^ |
| --- | --- | --- | --- |
| Azacytidine  (5-AzaC) | DNA methyltransferase 1 and 3 (DNMT1, DNMT3) | Epigenetic modifications | Approved, examples of indication: newly diagnosed juvenile myelomonocytic leukaemias, acute myeloid leukaemia, chronic myelomonocytic leukaemia, refractory anaemia |
| MS023 | Type 1 protein arginine methyltransferases (PRMT) | Epigenetic modifications | Pre-clinical, available from the Structural Genomics Consortium's (SGC) Epigenetics Probes Collection |
| Onametostat  (JNJ-64619178) | Protein arginine methyltransferase 5 (PRMT5) | Epigenetic modifications | Clinical trials, Phase 1 (relapsed/refractory B cell non-Hodgkin lymphoma or advanced solid tumours) |
| Tazemetostat  (EPZ-6438, E7438) | histone-lysine N-methyltransferase enhancer of zeste homolog 2 (EZH2) | Epigenetic modifications | Approved, examples of indication: metastatic or locally advanced epithelioid sarcoma, relapsed or refractory follicular lymphoma |
| Vorinostat  (SAHA) | Histone deacetylase 1, 2 and 3 (HDAC1, HDAC2, HDAC3) | Epigenetic modifications | Approved, examples of indication:  progressive, persistent, or recurrent cutaneous T cell lymphoma |
| Alisertib  (MLN8237) | Protein kinase Aurora A (AurA) | Mitosis | Clinical trials, Phases 1-3 (Phase 3 – relapsed/refractory peripheral T-cell lymphoma) |
| Barasertib  (AZD1152-HQPA) | Protein kinase Aurora B (AurB) | Mitosis | Clinical trials, Phase 1 (acute myeloid leukaemia) |
| CYC116 | Protein kinases Aurora A, B (AurA, AurB) and vascular endothelial growth factor receptor 2 (VEGFR2) | Mitosis | Clinical trials, Phase 1 – terminated (advanced solid tumours) |
| Danusertib  (PHA-739358) | Protein kinases Aurora A, B and C (AurA, AurB, AurC) | Mitosis | Clinical trials, Phase 2 (multiple myeloma – terminated; metastatic, hormone refractory prostate cancer; and relapsed chronic myelogenous leukaemia) |
| Palbociclib  (PD-0332991) | Protein kinases cyclin-dependent kinases 4 and 6 (CDK4, CDK6) | Mitosis | Approved, examples of indication:  (refractory) advanced breast cancer, (refractory) metastatic breast cancer |
| VX 689  (MK-5108) | Protein kinase Aurora A (AurA) | Mitosis | Clinical trials, Phase 1 (advanced and/or refractory solid tumours) |

^a^ Sources of data: U.S. National Library of Medicine <https://clinicaltrials.gov/ct2/home> (last accessed February 4, 2024) and DRUGBANK Online <https://go.drugbank.com/> (last accessed February 4, 2024)

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 20 — Supplementary Table S2.

Table S2. mRNA sequencing quality check data

| Sample # | Treatment | Conditions | Read 1, before filtering | Read 2, before filtering | Read 1, after filtering | Read 2, after filtering |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | 0.1% DMSO | Normoxia | 28059518 | 28059518 | 27705327 | 27705327 |
| 2 | 0.1% DMSO | Normoxia | 51509255 | 51509255 | 50808911 | 50808911 |
| 3 | 0.1% DMSO | Normoxia | 27554576 | 27554576 | 27171360 | 27171360 |
| 4 | 0.1% DMSO | Hypoxia | 28191506 | 28191506 | 27844057 | 27844057 |
| 5 | 0.1% DMSO | Hypoxia | 57091149 | 57091149 | 56317106 | 56317106 |
| 6 | 0.1% DMSO | Hypoxia | 58159615 | 58159615 | 57409120 | 57409120 |
| 7 | 1 μM onametostat | Normoxia | 23317389 | 23317389 | 23027750 | 23027750 |
| 8 | 1 μM onametostat | Normoxia | 53908069 | 53908069 | 53276725 | 53276725 |
| 9 | 1 μM onametostat | Normoxia | 26996981 | 26996981 | 26667743 | 26667743 |
| 10 | 1 μM onametostat | Hypoxia | 26077826 | 26077826 | 25750826 | 25750826 |
| 11 | 1 μM onametostat | Hypoxia | 16846143 | 16846143 | 16759155 | 16759155 |
| 12 | 1 μM onametostat | Hypoxia | 18902202 | 18902202 | 18709772 | 18709772 |

# Supplementary material for: Inhibition of epigenetic and cell cycle-related targets in glioblastoma cell lines reveals that onametostat reduces proliferation and viability in both normoxic and hypoxic conditions
**Source:** Sci Rep. 2024 Feb 21;14:4303. doi: 10.1038/s41598-024-54707-4
**Supplement:** Supplementary file 22 — Supplementary Table S4.

Table S4. Cellular pathways identified by the Metascape platform based on the DEGs corresponding to the comparisons of the differently treated samples (FDR < 0.05)

| Treatment | Enrichment type | Examples of pathways identified and the corresponding DEGs^a^ |
| --- | --- | --- |
| 0.1% DMSO in hypoxia *vs* normoxia | Upregulated by hypoxia | - Cytokine-cytokine receptor interaction (*CXCL3, NGF, ACKR3*) - Negative regulation of cell population proliferation (*HMOX1, NGF, DHRS2, ACKR3*) - Positive regulation of cell migration (*HMOX1, NTRK3, TERT, ACKR3*) |
|  | Downregulated by hypoxia | - Enzyme-linked receptor protein signalling pathway (*CD7, HPGD, ITGB8, KIT, NEDD9, PDGFRA, RARRES2, ITGA8, NOG, BAMBI*) - Extracellular matrix organization (*PDGFRA, VIT, ITGA8, ADAMTS5*) - Response to transforming growth factor beta (*HPGD, ITGB8, CLEC3B, ITGA8, CLDN1, BAMBI, FNDC4*) - Retinoid metabolic process (*RARRES2, CYP26B1, CYP27C1*) - Steroid metabolic process (*HSD11B1, PDGFRA, APOBR, CYP26B1*) |
| 1 μM onametostat *vs* 0.1% DMSO in hypoxia | Upregulated by onametostat | - Carbohydrate metabolic process (*SLC25A10, FUCA1, FUT2, GAA, GALK1, GYS1, IDUA, KHK, LEPR, MPI, NAGA, PCK2, PFKL, UCP2, PIGQ, H6PD, AKR1A1, SIAE, MAN1C1, GLB1L, PGGHG, PPP1R3E, ST6GALNAC3, IDNK*) - Cell surface receptor signalling pathway involved in cell-cell signalling (*CHRNB1, DLX3, DVL2, P2RX4, PKD2, FBXW4, STK4, TLE2, P2RX6, FRAT1, CTNNBIP1, CALCOCO1, KREMEN2, ZBED3, NKD2, PYGO2, DACT3*) - Monocarboxylic acid catabolic process (*ECI1, IDUA, PCK2, AKR1A1, HACL1, CRYL1, MCEE, ADTRP, NUDT8, IDNK*) - Negative regulation of developmental growth (*ADRB2, ARHGAP4, BBS2, CDKN1A, FGFR3, STK4, SEMA5A, SEMA6C, SEMA6A, SEMA6D*) - Protein lipidation (*PIGF, PIGQ, CLIP3, ZDHHC2, PIGP, PIGV, PIGZ, ZDHHC16, ATG16L2, ZDHHC24*) - Protein mannosylation (*TMTC4, DPY19L3, DPY19L2, DPY19L2P2, CRPPA*) - Sulphur compound metabolic process (*SLC25A10, IDUA, MTHFR, MVD, ACSM3, PAPSS1, AKR1A1, ETHE1, TPK1, THTPA, PPCS, ACSS1, MCEE, ABHD14B, HGSNAT, NUDT8*) |
|  | Downregulated by onametostat | - IL-17 signalling pathway (*IL1B, CXCL8, MMP3, MAPK11, MAPK13, TRAF4*) - Metabolism of lipids (*AGT, CHKB, CYP27B1, ECHS1, FDXR, GPX4, SBF1, PIAS4, GDPD3, PPARGC1B*) - Pathways in cancer (*AGT, BAK1, FZD2, GNB3, CXCL8, MAP2K2, TERT, TRAF4*) - Positive regulation of DNA-binding transcription factor activity (*AGT, AMH, FZD2, IL1B, IL18, IRAK2, HIPK2, ZBTB7A, RNF31, PPARGC1B*) - Positive regulation of oxidoreductase activity (*AGT, APOE, CYP27B1, IL1B, TERT*) - Response to oxidative stress (*APOE, BAK1, GPX4, MAPK13, UCN, NEIL1, PPARGC1B*) - Regulation of cellular response to stress (*BAK1, IL1B, MMP3, MAP2K2, TRAF4, HIPK2, PIAS4, OTUB1, HDAC10*) - RNA splicing (*SFSWAP, SUPT6H, U2AF1, PRPF3, LSM1, PRPF39, PRPF38B, PTBP2, RBM17*) |

^a^ The pathways are listed in alphabetical order. In cases where the DEG analysis yielded numerous pathway hits, only pathways with the largest numbers of DEGs are listed.

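The table lists genes that the study chose on these libraries, so their counts here are not independent evidence of a direction. Of the 24 genes placed under carbohydrate metabolic process, 20 were lower with onametostat in normoxia and 21 in hypoxia, and 0 were higher, among them PGGHG (-2.16 and -1.90), a glucosidase of collagen, and GYS1 (-0.94 and -1.15), the glycogen synthase, which passed the fold change threshold in the latter. Of the 16 under sulphur compound metabolic process, 11 and 13 were lower, among them THTPA (-1.78 and -1.70), a thiamine triphosphatase. Of the 10 under negative regulation of developmental growth, 6 and 9 were lower, among them STK4 (-1.15 and -1.23), a kinase of the Hippo pathway. Of the 9 under RNA splicing, 5 and 8 were higher, and of the 10 under regulation of transcription factor activity, 5 and 9 were higher, among them PPARGC1B (0.83 and 1.15), a coactivator of nuclear receptors, which passed the fold change threshold in the latter. The 5 transcription factor regulators in normoxia were 3 without library 1 or 3 of DMSO in normoxia or library 1 of onametostat in normoxia. Of the 8 under pathways in cancer, 2 and 4 were higher, among them AGT (1.04 and 1.73), the angiotensin precursor, whose call in hypoxia was lost with 1.13 without library 2 of onametostat in hypoxia. The counts of 2 and 4 were 1 in normoxia without library 3 of DMSO in normoxia or library 1 of onametostat in normoxia, and 7 in hypoxia without library 1 of onametostat in hypoxia. The splicing genes RBM17, SFSWAP, SUPT6H and LSM1, the transcription factor regulators FZD2, HIPK2, IRAK2 and ZBTB7A, and the cancer pathway genes BAK1, FZD2, MAP2K2 and TRAF4 are in excess in library 3 of onametostat in hypoxia. Without that library, RBM17 (0.06), SFSWAP (0.81), SUPT6H (0.34), HIPK2 (0.37), IRAK2 (0.88) and ZBTB7A (0.17) lost their calls, so that 5 of the 9 and 6 of the 10 were higher in hypoxia. LSM1, BAK1, FZD2, MAP2K2 and TRAF4 were not called there with all libraries.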

How the deposited data were processed for this re-analysis (not part of the article)

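RNA was sequenced from T98-G cells kept for 48 h with 0.1% DMSO or 1 µM onametostat, at 20% or 1% oxygen, in 3 experiments per condition and 12 libraries in all. According to the methods, the authors trimmed the reads with fastp, aligned them with STAR, counted them per gene with featureCounts under default parameters and removed genes with low counts with filterByExpr of edgeR. The deposited values are whole-number read counts per gene that were not scaled by the authors, although the name of the table calls them normalized, and no column of the table was left unused. The submitters' notes name STAR 2.7.10a and GRCh37 where the methods name GRCh38, and the gene coordinates printed here are those of GRCh38.

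From these counts, log2 fold changes, their standard errors and p-values were computed in R 4.3.3 with edgeR 4.0.16, with TMM normalization and edgeR's quasi-likelihood test in a single fit of the 4 conditions over 12 libraries. No gene of the table was filtered out, so 14698 genes were tested in each comparison, and p-values were adjusted with the Benjamini-Hochberg method. A DEG has an adjusted p under 0.05 and an absolute log2 fold change above 1. The comparisons were onametostat against DMSO in normoxia and in hypoxia, hypoxia against normoxia with DMSO and with onametostat, and the interaction of treatment and oxygenation. Shares of variance and principal components were taken from log2 CPM with a prior count of 2. Gene lists were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01 and again with an estimated correlation, and with fry, and their p-values were adjusted over the lists of a comparison. Of 42 lists, 34 were fixed before the data were examined and 8 are those of Supplementary Table S4, and lists with fewer than 3 measured genes were not tested. Several of the 34 lists also hold genes that the paper names from these libraries, so their results are not fully independent of that choice. DESeq2 1.42.0 and limma voom served as alternatives, and figures were drawn with matplotlib 3.10.9.

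Genes were chosen for naming by a rule set before the data were examined, with the values of Supplementary Table S3 already seen. They are the genes that the paper names, the 10 DEGs per direction with the largest fold changes among genes with an average log2 CPM of at least 1 and no overlap between the groups, up to 4 members of each list described, and PRMT5, MTAP and the genes of the immunostaining markers. Other members of lists, the genes in excess in library 3 of onametostat in hypoxia, and further genes given as examples were chosen after their values were seen.

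The tests were tested on simulated data with 200 of 14698 genes changed. These data were drawn gene by gene from the mean levels of DMSO in normoxia and the sizes of the real libraries. For onametostat against DMSO in normoxia, 85% of genes changed 2-fold and 99% of those changed 4-fold were recovered, with 8 false calls (4.17% of calls), and in hypoxia 83% and 95%, with 4 false calls (2.20%). Calls here rest on the adjusted p under 0.05 alone, without the fold change threshold, so they do not give the recovery of DEGs. For the former comparison, camera called the shifted list and 0 of 20 random lists of 30 genes. The simulation held no genes in excess in a single library and no correlation between genes. Its false calls and random lists therefore cannot show errors that come from either, and do not give the error rate of the real data.

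Total counts were 22595344, 41546611 and 22440031 for DMSO in normoxia, 22322055, 45977729 and 45235278 for DMSO in hypoxia, 18154073, 42559624 and 21680512 for onametostat in normoxia, and 21049160, 7641280 and 403279 for onametostat in hypoxia. A count of 3 is 7.44 CPM in the last of these libraries and 0.393 and 0.143 CPM in libraries 2 and 1 of that condition, by totals without TMM factors.

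The alternatives were the likelihood ratio test, DESeq2, RLE factors, library sizes alone, limma voom with sample quality weights, a robust fit, the 2 compared groups alone, filters on low and on unstable genes, other fold change thresholds, a replicate block, read pairs as a covariate and leaving out each library in turn, all set before the data were examined. The exact test of edgeR with library sizes alone, the lists with library sizes alone, the lists with an estimated correlation without library 3 of onametostat in hypoxia, and leaving out libraries 2 and 3 of that condition together were added after the data were seen. The reads were not used here, so alignment and counting were not repeated, and immunostaining and viability were not analysed. Results of 2 genes are not reported here.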

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

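The list test without library 3 of onametostat in hypoxia was chosen only after the results were seen. The interaction test of edgeR's quasi-likelihood fit called 3 genes for a different effect of onametostat between the oxygenation conditions, and 0 with read pairs as a covariate. These were PGK1P1, a pseudogene of PGK1 that may share its reads, with an interaction log2 fold change of -1.752 (adjusted p = 0.0462), DEPP1, a FOXO-responsive gene, with -1.22 (adjusted p = 0.0413), and PPP1R3C, a subunit of a glycogen-bound phosphatase, with -1.034 (adjusted p = 0.0260). In hypoxia relative to normoxia, PPP1R3C had a log2 fold change of 0.70 with DMSO and -0.34 with onametostat, PGK1P1 0.84 and -0.92, and DEPP1 0.058 and -1.16. The interaction of PPP1R3C lost its call with -1.03 without library 1 of DMSO in normoxia, -1.12 without library 2 of DMSO in normoxia, -0.98 without library 3 of DMSO in normoxia, -0.93 without library 2 of DMSO in hypoxia, -1.03 without library 1 of onametostat in normoxia, -1.00 without library 2 of onametostat in normoxia and -0.74 without library 1 of onametostat in hypoxia. That of DEPP1 lost it with -1.26 without library 1 of DMSO in normoxia, -1.20 without library 2 of DMSO in normoxia, -1.19 without library 3 of DMSO in normoxia, -1.23 without library 1 of DMSO in hypoxia, -1.07 without library 2 of DMSO in hypoxia, -1.36 without library 3 of DMSO in hypoxia, -1.19 without library 1 of onametostat in normoxia, -1.16 without library 2 of onametostat in normoxia and -0.85 without library 1 of onametostat in hypoxia. That of PGK1P1 lost it with -1.76 without library 1 of DMSO in normoxia, -1.89 without library 2 of DMSO in normoxia, -1.65 without library 3 of DMSO in normoxia, -1.80 without library 1 of DMSO in hypoxia, -1.73 without library 2 of DMSO in hypoxia, -1.72 without library 3 of DMSO in hypoxia, -1.71 without library 1 of onametostat in normoxia, -1.72 without library 2 of onametostat in normoxia, -1.82 without library 3 of onametostat in normoxia, -1.58 without library 1 of onametostat in hypoxia and -1.86 without library 2 of onametostat in hypoxia.

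Several gene groups that the paper does not discuss in a comparison moved there. With onametostat in normoxia, 40 lysosomal enzyme genes had a median log2 fold change of -0.276 (camera, adjusted p = 1.14e-08, and adjusted p = 0.0255 with an estimated correlation), with 7 lower and 0 higher, the same counts adjusted over the list alone, among them GAA (-1.05) and IDUA (-1.65). In hypoxia they had -0.33 (camera, adjusted p = 1.42e-07, and adjusted p = 0.200 with an estimated correlation), with 8 lower and 0 higher. In hypoxia with DMSO, the median of 55 nucleolar and ribosome biogenesis genes was -0.213 (camera, adjusted p = 1.77e-18, and adjusted p = 0.0104 with an estimated correlation), with 0 DEGs and 40 lower without the fold change threshold, among them RRP9 (-0.58). In the same comparison, 30 ATF4 and unfolded protein response genes had -0.181 (camera, adjusted p = 1.75e-07, and adjusted p = 0.00461 with an estimated correlation), among them CHAC1 (-0.82) and ASNS (-0.75). The 27 genes of the PRMT5 complex and of the Sm and LSm proteins had -0.172 (camera, adjusted p = 4.38e-08, and adjusted p = 0.00461 with an estimated correlation), the 45 genes of the G1/S transition and replication -0.16 (camera, adjusted p = 1.45e-09, and adjusted p = 0.0444 with an estimated correlation, which is 0.0667 without library 3 of onametostat in hypoxia), and the 36 genes of homologous recombination and Fanconi anaemia repair -0.158 (camera, adjusted p = 1.91e-05, and adjusted p = 0.0201 with an estimated correlation). The 15 semaphorin genes had 0.313 (camera, adjusted p = 6.40e-05, and adjusted p = 0.0444 with an estimated correlation). In the last 6 lists 0 genes were DEGs in hypoxia with DMSO, also when adjusted over the list alone. Without library 2 or 3 of DMSO in normoxia or library 1 or 2 of DMSO in hypoxia, 1 semaphorin gene was higher. With onametostat, the medians in hypoxia were -0.040 for the nucleolar and ribosome biogenesis genes (camera, adjusted p = 0.0886, and adjusted p = 0.542 with an estimated correlation), -0.063 for the ATF4 and unfolded protein response genes (camera, adjusted p = 0.00256, and adjusted p = 0.305 with an estimated correlation), -0.072 for the PRMT5 complex, Sm and LSm genes (camera, adjusted p = 0.00388, and adjusted p = 0.305 with an estimated correlation), 0.020 for the G1/S genes (camera, adjusted p = 0.822, and adjusted p = 0.898 with an estimated correlation), -0.055 for the homologous recombination genes (camera, adjusted p = 0.402, and adjusted p = 0.542 with an estimated correlation), and 0.11 for the semaphorin genes (camera, adjusted p = 0.0211, and adjusted p = 0.468 with an estimated correlation, where the former is 0.0521 to 0.140 without any one library except library 3 of DMSO in hypoxia, library 1 of onametostat in normoxia or library 1 or 3 of onametostat in hypoxia).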

How the results depend on the processing

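The exact test with library sizes alone and the fits without libraries 2 and 3 of onametostat in hypoxia together were chosen only after the results were seen. Of 232 results of named genes under up to 27 other settings and 156 results of lists under 17, 0 that passed the threshold in either fit compared changed direction, while directions of lists that passed in neither turned, such as that of the p53 targets with onametostat in normoxia without library 3 of onametostat in hypoxia. Of 232 results of named genes, 143 (natural-log threshold) to 230 (RLE factors) kept their side of the threshold where all 232 could be computed, with 192 under DESeq2. The depth of libraries 2 and 3 of onametostat in hypoxia limits every comparison with that condition, and all 396 genes left out as unstable varied there alone. The alternative on pseudocounts was not run, since the table holds counts. The cause of a move was not tested, except that the filter on expression tested 11771 genes and the settings on thresholds called more or fewer genes by construction.

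Counts of higher and lower DEGs follow, in the order onametostat in normoxia, onametostat in hypoxia, hypoxia with DMSO, hypoxia with onametostat, shared by the onametostat comparisons, shared by the hypoxia comparisons, then the interaction. No fold change threshold: 3991 and 4311, 3761 and 3884, 2073 and 2036, 1130 and 906, 3040 and 3260, 743 and 569, and 73. Natural-log fold change above 1: 72 and 204, 116 and 297, 18 and 5, 32 and 20, 49 and 128, 8 and 0, and 1. With an average log2 CPM of at least 1: 77 and 338, 99 and 432, 28 and 5, 27 and 11, 51 and 266, and 11 shared higher in hypoxia. DESeq2: 200 higher with onametostat in hypoxia, 40 and 9, 15 and 3, 8 and 1 shared in hypoxia, and 1 for the interaction. The likelihood ratio test gave 115 higher in hypoxia with onametostat and 20 for the interaction, voom 16 lower in hypoxia with onametostat, and the 2 groups alone 36 and 26 in that comparison. With read pairs as a covariate, 200 were higher with onametostat in hypoxia, 27 lower in hypoxia with onametostat and 0 in the interaction. The robust fit gave 5 for the interaction. The exact test gave 15 shared higher in hypoxia. Without libraries 2 and 3 of onametostat in hypoxia, where the lone library is assumed to vary like the other groups, the interaction had 6, treatment 55.08% and oxygenation 14.93% of the variance.

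With each library left out in turn, hypoxia with onametostat gave 29 to 76 higher and 25 to 50 lower DEGs, lowest without library 1 and highest without library 2 of onametostat in hypoxia. The shared DEGs of the hypoxia comparisons ranged from 6 to 27 higher and from 1 to 6 lower, and the interaction from 0 to 5. The share of treatment ranged from 20.44% to 55.25% and that of oxygenation from 8.202% to 14.52%. Onametostat gave 242 to 327 and 620 to 676 DEGs in normoxia and 224 to 325 and 673 to 817 in hypoxia, hypoxia with DMSO 76 to 104 and 28 to 48, and the shared onametostat DEGs 105 to 178 and 340 to 440.

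The labels number the experiments, and neither they nor the paper say that a number marks a shared day. Libraries of one number had a median correlation of residuals of 0.0477 (-0.223 to 0.160 over 18 pairs, 7 above 0.1), against -0.0169 over 36 other pairs, and 6 of 12 libraries correlated best with one of their own number. Between DMSO in normoxia and in hypoxia, same-numbered pairs had 0.109, 0.160 and 0.154, and the other pairs -0.151 to 0.0101. Between DMSO and onametostat in normoxia, same-numbered pairs had -0.223, 0.0283 and 0.127. Pairing is thus not excluded for hypoxia with DMSO. With the replicate block, the counts were 257 and 646, 292 and 763, 82 and 35, 49 and 44, 147 and 428, 22 and 4, and 3.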

Differences from the paper's values

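The exact test with library sizes alone and the fits without libraries 2 and 3 of onametostat in hypoxia were chosen after seeing the values. All log2 fold changes of Supplementary Table S3 have the opposite sign of those from the labelled libraries by the exact test, and match them in size to within 0.1 once the direction is exchanged. Values are therefore compared on the exchanged direction, with the value by the labels beside it. The exact test calls 2261 of the 2273 entries of that table and drops 12, and the quasi-likelihood test calls 2003. On that scale, 187 gene values stand in both and 1 differs.

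For PFKL with onametostat in hypoxia, the paper's value is 1.03035 and the value here is 0.964 on the exchanged direction (-0.964 by the labels), and the error, which combines the standard deviations of log2 CPM of the 2 groups, is 0.0638. Of the alternatives set before the data were examined, the difference is within the error under the likelihood ratio test (0.969), DESeq2 (0.992), RLE factors (0.981), library sizes alone (1.037), voom (0.977), an average log2 CPM of at least 1 (0.973), without unstable genes (0.975), read pairs as a covariate (1.004) and without library 2 (0.987) or 3 (0.978) of onametostat in hypoxia. It is not under the robust fit (0.964), the 2 groups alone (0.951), the replicate block (0.956) or without any other single library. The exact test (1.037) and the fit without libraries 2 and 3 of onametostat in hypoxia (1.011), both chosen after seeing the values, also bring it within the error; of the 60 pairs of a gene and a comparison that the paper names, they drop 2 and 7.

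Of the DEGs shared by both comparisons of hypoxia with normoxia, the paper counts 5 higher, and here 3 were found on the exchanged direction, which are lower by the labels. The count is within 1.5 times the paper's under the likelihood ratio test (4), the robust fit (4), without unstable genes (4), the replicate block (4) and without library 3 of DMSO in normoxia (4), library 1 (4), 2 (6) or 3 (4) of DMSO in hypoxia, library 3 of onametostat in normoxia (4) or library 2 of onametostat in hypoxia (4). It is not under DESeq2 (1), RLE factors (3), library sizes alone (3), voom (3), the 2 groups alone (3), an average log2 CPM of at least 1 (2), no fold change threshold (569), the natural-log threshold (0), read pairs as a covariate (2) or without the other libraries. The paper counts 16 lower, and here 25 were found on the exchanged direction. This count is within 1.5 times under the 2 groups alone (18), an average log2 CPM of at least 1 (11), the replicate block (22), read pairs as a covariate (20) and without library 1 (22) or 2 (21) of DMSO in normoxia, library 1 (19) or 3 (20) of DMSO in hypoxia, or library 1 (20), 2 (24) or 3 (20) of onametostat in normoxia. It is not under the likelihood ratio test (28), DESeq2 (8), RLE factors (25), library sizes alone (25), voom (30), the robust fit (25), without unstable genes (26), no fold change threshold (743), the natural-log threshold (8) or without the other libraries. The exact test (4 and 15), chosen after seeing the values and dropping 2 of the 60 pairs, brings both within 1.5 times. The fit without libraries 2 and 3 of onametostat in hypoxia, chosen after seeing the values and dropping 7 of the pairs, brings the former (4) within 1.5 times and not the latter (28).

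The directions stated in the paper are the reverse of those by the labels for all 60 pairs of a named gene and a comparison, of which 54 were called here. The paper names H6PD, SLC25A10 and AKR1A1 as raised by onametostat and CXCL8, AMH and U2AF1 as lowered, and by the labels the former had -1.50, -1.93 and -1.36 and the latter 1.86, 1.04 and 1.35 in normoxia.

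The 6 pairs not called here, by edgeR's quasi-likelihood test, are these. ITGA8 in hypoxia with DMSO had 0.997 (adjusted p = 4.05e-07) and is called with library sizes alone, voom, the 2 groups alone, an average log2 CPM of at least 1, without unstable genes, no fold change threshold, and without library 3 of DMSO in normoxia, 2 of DMSO in hypoxia or 3 of onametostat in hypoxia. NTRK3 in hypoxia with onametostat had -0.94 (adjusted p = 0.0176) and is called by voom, with no fold change threshold and without library 2 of onametostat in normoxia or 1 of onametostat in hypoxia. COX8A in that comparison had 1.32 (adjusted p = 0.167) and is called by the likelihood ratio test and without library 2 of onametostat in hypoxia. HPD in that comparison had -1.47 (adjusted p = 0.0627) and is called by the likelihood ratio test, the robust fit, without unstable genes, the replicate block and without library 3 of onametostat in normoxia. RARRES2 in that comparison had 0.55 (adjusted p = 0.303) and is called under no setting. FZD2 with onametostat in hypoxia had 1.23 (adjusted p = 0.240) and is called by the likelihood ratio test, the 2 groups alone and without library 1 or 2 of onametostat in hypoxia. The exact test, chosen after seeing the values, calls ITGA8, NTRK3, COX8A and FZD2, and the fit without libraries 2 and 3 of onametostat in hypoxia calls ITGA8. The paper counts LDHA in hypoxia with DMSO among the genes that are not DEGs, and LDHA is called here with no fold change threshold alone.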

Other observations

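The tests of the direction of Supplementary Table S3, of the genes in excess in one library and of other splits of the libraries were chosen only after the results were seen, and those of intron number and GC content before. In hypoxia with DMSO, the 13 mRNAs of mitochondrial DNA had a median log2 fold change of -0.66 (camera, adjusted p = 5.62e-05, and adjusted p = 0.346 with an estimated correlation), with 0 DEGs and 11 lower without the fold change threshold by edgeR's quasi-likelihood test, such as MT-ATP6 (-0.75) and MT-CO3 (-0.71). The 56 nuclear genes of oxidative phosphorylation had -0.004 (camera, adjusted p = 0.944, and adjusted p = 0.986 with an estimated correlation). Of 25 genes of the mevalonate and cholesterol pathway, 0 were DEGs in hypoxia with onametostat, also when adjusted over the list alone, and 12 were higher without the fold change threshold (camera, adjusted p = 2.43e-07, and adjusted p = 0.364 with an estimated correlation). Of 42 interferon response genes, 4 were lower (2 without library 3 of onametostat in normoxia) and 1 higher with onametostat in normoxia, the same counts adjusted over the list alone (camera, adjusted p = 0.00401, and adjusted p = 0.118 with an estimated correlation), with IRF7, a transcription factor of the antiviral response, at -1.05 and PSMB8, a subunit of the immunoproteasome, at -1.07.

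Of 22 genes of the BCL2 family and of apoptosis effectors, BMF was lower with onametostat in both conditions (-1.37 and -2.22), and no other was a DEG in these comparisons with all libraries, also when adjusted over the list alone (camera, adjusted p = 0.947, and adjusted p = 0.939 with an estimated correlation in normoxia, and camera, adjusted p = 0.890, and adjusted p = 0.940 with an estimated correlation in hypoxia). A second gene was lower in normoxia without library 2 of onametostat in normoxia, and in hypoxia without any one library except library 2 of DMSO in hypoxia, and 1 was higher in hypoxia without library 1 or 2 of onametostat in hypoxia. BAK1 was called in hypoxia with log2 fold changes of 3.15 without library 1 and 3.21 without library 2 of onametostat in hypoxia. It is among the genes in excess in library 3 of the same condition. Of 8 measured glioma identity genes, PDGFRA was the only DEG in hypoxia with DMSO (camera, adjusted p = 0.281, and adjusted p = 0.346 with an estimated correlation). PRMT5 had a log2 fold change with onametostat of 0.43 in normoxia and 0.32 in hypoxia, and MTAP of -0.49 in normoxia.

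The fold changes of Supplementary Table S3 run opposite to the labelled libraries for 99.912% of its 2273 entries, which is what comparisons taken in the reverse order would give. Of the entries of the genes in excess in library 3 of onametostat in hypoxia, 96.0% lie in the 2 comparisons with this condition. This places library 3 in its labelled group and cannot test the other groups, as library 3 alone defines these genes. By the exact test with library sizes alone, 100% of the 2273 entries match in size to within 0.1 once the direction is exchanged. This argues against groups that mix libraries of different labels, and does not settle an exchange of whole groups. The paper's immunostaining of T98-G in normoxia gives lower nucleolin and NuMA and slightly lower CENPF at 1 µM, and slightly higher Aurora A. The mRNAs had log2 fold changes of 0.18 for NCL, 0.15 for NUMA1, 0.33 for CENPF and 0.55 for AURKA by the labels, which does not settle the direction. Whether the labels match the cultures stays open. The 36 HIF target genes respond to oxygenation, and in hypoxia by the labels 10 were higher and 4 lower with DMSO and 0 higher and 13 lower with onametostat without the fold change threshold, which does not settle it.

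The 53 genes in excess in library 3 of onametostat in hypoxia lie near each other, with 62.3% having another within 200 kb against a median of 3.77% over 10000 random sets, the central 95% of which reached up to 11.3208%. This is consistent with reads from a few stretches of the genome, such as SUPT6H, PROCA1, NEK8 and TRAF4 on chromosome 17, and argues against uneven amplification of single RNA molecules drawn at random. A response to onametostat in hypoxia shared by the cultures cannot be judged from these genes. They were chosen for a CPM in library 3 at least 4 times the highest of the other libraries, which leaves out a response of equal size. In the other libraries of the condition, the higher median log2 difference of these genes from DMSO in hypoxia was -0.0403, against 4.03 in library 3. This shows only that the chosen genes were not raised there. Genomic DNA in a library of little RNA is a hypothesis that the counts per gene leave open, as the reads were not examined.

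The 430 genes lower with onametostat in both conditions had a median of 4 introns, against 7 for all genes. Lists matched on expression, transcript length and GC content had a median of 4 (4 to 5 over the central 95% of the lists), which argues against intron number beyond these features. A GC content trend of the libraries is argued against by a Spearman's rho of -0.0820 between fold change and GC content over the genes that are not DEGs in normoxia. What sets these genes apart stays open.

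Splits of 3 against 3 libraries number 10, too few for a share under 0.05. The real splits gave 898 and 1104 DEGs for onametostat in normoxia and hypoxia and 122 and 107 for hypoxia with DMSO and with onametostat, and the highest of the other splits gave 0 in each comparison, with 1 split, the real one, as large. For the interaction, 4 of 100 splits, the real one included, gave as many as its 3 genes, and 95 of the others gave 0. The splits exchange the oxygenation of libraries and so carry the effect of oxygenation itself, and the highest other, with 152, exchanged that of all DMSO libraries and kept that of 4 of the onametostat libraries, which points to a structure of the samples. The splits therefore leave open whether chance can be excluded for these 3 genes.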
